# A tumor suppressor role for EZH2 in diffuse midline glioma pathogenesis

**DOI:** 10.1186/s40478-022-01336-5

**Published:** 2022-04-08

**Authors:** Swati Dhar, Samantha Gadd, Priyam Patel, Jake Vaynshteyn, G. Praveen Raju, Rintaro Hashizume, Daniel J. Brat, Oren J. Becher

**Keywords:** Ezh2 loss-of-function, Ezh2 gain-of-function, Diffuse midline gliomas (DMGs), Tumor suppressor, Interferon gamma, Oxidative phosphorylation

## Abstract

Pediatric high-grade gliomas, specifically diffuse midline gliomas, account for only 20% of clinical cases but are 100% fatal. A majority of the DMG cases are characterized by the signature K27M mutation in histone H3. The H3K27M mutation opposes the function of enhancer of zeste homolog 2 (EZH2), the methyltransferase enzyme of the polycomb repressor complex 2. However, the role of EZH2 in DMG pathogenesis is unclear. In this study, we demonstrate a tumor suppressor function for EZH2 using *Ezh2* loss- and gain-of-function studies in H3WT DMG mouse models. Genetic ablation of *Ezh2* increased cell proliferation and tumor grade while expression of an *Ezh2* gain-of-function mutation significantly reduced tumor incidence and increased tumor latency. Transcriptomic analysis revealed that *Ezh2* deletion upregulates an inflammatory response with upregulation of immunoproteasome genes such as *Psmb8*, *Psmb9*, and *Psmb10*. *Ezh2* gain-of-function resulted in enrichment of the oxidative phosphorylation/mitochondrial metabolic pathway namely the isocitrate dehydrogenase *Idh1/2/3* genes. Pharmacological inhibition of EZH2 augmented neural progenitor cell proliferation, supporting the tumor suppressive role of EZH2. In vivo 7-day treatment of H3K27M DMG tumor bearing mice with an EZH2 inhibitor, Tazemetostat, did not alter proliferation or significantly impact survival. Together our results suggest that EZH2 has a tumor suppressor function in DMG and warrants caution in clinical translation of EZH2 inhibitors to treat patients with DMG.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40478-022-01336-5.

## Introduction

Deregulation of epigenetic modifier genes, such as enhancer of zeste homolog 2 (EZH2) has been causally linked to several cancers [16]. EZH2 is the methyltransferase component of the chromatin modifier polycomb repressor complex 2 (PRC2). EZH2 methylates lysine 27 of the H3 histone, which results in transcriptional silencing [13]. Although loss- and gain-of-function *EZH2* mutations have been documented in lymphomas, myeloid malignancies, leukemias, and solid tumors, only truncating mutations in the H3K36 methyltransferase *SETD2* [17] have been reported in pediatric high-grade gliomas (pHGG). Within this group, DMG, which constitutes approximately 20% of clinical pHGG, does not have any documented evidence of *EZH2* mutations [29]. Seminal large-scale genomic studies in DMG patients have established that somatic mutations in H3 histones, namely H3K27M (lysine 27 to methionine), serve as major drivers of the disease [5, 38, 47]. H3K27M histones can bind to the SET domain of EZH2 in vitro and induce global reduction of H3 di- and tri-methylation repressive marks on the chromatin [27]. However, focal gains in trimethylation marks have been associated with residual EZH2 activity [32]. Further, gain of H3K27M-K27Ac in actively transcribed gene loci excludes PRC2, challenging the notion that H3K27M can sequester PRC2 [39]. Therefore, the role of EZH2 in DMG remains unclear.

Functional outcomes from mutations/alterations in *EZH2* appear to be context dependent. A plethora of studies show the oncogenic functions of EZH2 in leukemias, lymphomas, and solid tumors ([23, 25, 26, 48]. On the other hand, EZH2 or SUZ12 depletion cooperates with other oncogenes to accelerate myelodysplastic syndrome and Ras-driven transcription in peripheral nerve sheath tumors hinting at a tumor suppressive function of the PRC2 complex [10]. Even in glioblastomas where EZH2 is overexpressed, prolonged depletion of *Ezh2* results in a switch in cell fate that promotes tumor progression [12], suggesting that a careful regimen for treating tumors with EZH2 inhibitors should be considered to maximize the benefits.

Given the complex background of EZH2 in gliomas, we addressed this issue in DMG, using in vivo mouse models, with histone H3 WT (wild type) and *Ezh2* manipulation. In the loss-of-function model, the CRE recombinase was used to create *Ezh2* deletion (exon 14–15, *Ezh2*^f/f^, EZH2 loss-of-function, EZH2 LOF) mice and the EZH2 overexpression was established by breeding the Ntv-a and *Ezh2*^Y641F^ mice [45]. We found that *Ezh2* loss triggers a transcriptional program characterized by an upregulation of the inflammatory interferon gamma response and correlated with a severe disease phenotype. Our *Ezh2* gain-of-function model, on the other hand, reduced tumor incidence and significantly improved survival along with a positive enrichment of the oxidative phosphorylation pathway. Pharmacological inhibition of EZH2 in vitro accelerated cellular proliferation consistent with our *Ezh2* loss-of-function genetic model, whereas in vivo chemical inhibition of EZH2 had limited efficacy on proliferative index or overall survival. Our data suggest a potential tumor suppressive role for EZH2 in DMG that suggests careful investigation of the use of EZH2 inhibitors in the clinic.

## Materials and methods

### Mice

Nestin-Tva (Ntv-a) and Ntv-a; p53^fl/fl^ mice have been described earlier [3, 19]. Ezh2^fl^ mice (B6;129S1-*Ezh2*^*tm2Sho*^/J, JAX stock #022,616; The Jackson Laboratory) have *loxP* sites flanking exons 14–15 that result in deletion of the SET domain (critical for the methyltransferase activity) by *Cre* recombinase [43]. These mice were bred with Ntv-a mice to establish the Ntv-a;*Ezh2*^fl^ genetic background, hereafter referred as EZH2 WT (infected with RCAS-PDGF-B, RCAS-shp53, RCAS-Y viruses). Mice infected with the RCAS CRE virus along with the RCAS-PDGF-B and RCAS-shp53 viruses that resulted in *Ezh2* deletion (Ntv-a;*Ezh2*^f/f^) are referred hereafter as *Ezh2* LOF (*Ezh2* loss-of-function). For the gain-of-function studies, mice with the *Ezh2*^Y641F^ mutation (Dr. N. Sharpless, National Cancer Institute), [45]) were bred with Ntv-a mice to establish the Ntv-a;*Ezh2*^Y641F^ genotype, hereafter referred as EZH2 WT (infected with RCAS-PDGF-B, RCAS-shp53, RCAS-Y viruses). Mice infected with the RCAS CRE virus along with the RCAS-PDGF-B and RCAS-shp53 viruses that resulted in *Ezh2* overexpression (Ntv-a;*Ezh2*^Y641F^) are referred hereafter as EZH2 GOF (*Ezh2* gain-of-function). We also crossed Ntv-a;p53^fl/fl^; with the conditional EZH2^fl/fl^ described above to generate Ntv-a; p53 ^fl/fl^; EZH2 ^fl/fl^. For the EZH2 LOF RNAseq experiments, we infected both Ntv-a;p53^fl/fl^ and Ntv-a; p53 ^fl/fl^; EZH2 ^fl/fl^ with RCAS-PDGFB and RCAS-Cre thus comparing p53 deleted tumors to p53 deleted tumors with EZH2 LOF. Lastly, Ntv-a;p53^fl/fl^; *abcb*1a^−/−^; *abcb*1b^−/−^; *abcg*2^−/−^ (ABC *knockout,* ABC KO*)* mice were bred as described earlier [31]. REDExtract-N-Amp Tissue PCR Kit (Sigma) was used to isolate genomic DNA from tail samples per the manufacturer’s protocol using primers as previously published [3]. All work with mice was done in accordance with the Northwestern University/Lurie Children’s Animal Care and Use Committee and the Guide for the Care and Use of Laboratory Animals (protocol IS00005131). DMGs were established using the replication-competent avian sarcoma-leukosis virus (ASLV) long terminal repeat (LTR) with splice acceptor that enters the cell using the Tumor Virus A (TVA, RCAS-Tv-a system). Avian DF1 fibroblast cells infected with RCAS viruses expressing PDGF-B, CRE and shp53 constructs were injected intracranially as described earlier [30]. For the ABC KO mice, RCAS-PDGF-B, CRE and H3.3K27M virus producing DF1 cells were injected to establish DMG tumors. Injected mice were monitored and weighed every 2 days or more frequently as determined by health criteria and euthanized with CO_2_ when presented with signs of brain tumor (enlarged head, altered gait, weight loss of up to 25%). For the treatment regimen, Tazemetostat (0.5% Na-CMC + 0.1% Tween-80, EPZ-6438, SelleckChem) was administered by the intraperitoneal route at 400 mg/kg b.w for 7 days, prior to disease symptom manifestation.

### Human patient samples

DMG patient samples (n=11) were collected at autopsy under the IRB protocol 2019-3164. EZH2 and Ki-67 slides were stained (Discovery Ultra, Ventana Medical System, Roche Diagnostics) using the antibodies listed in Additional File 1 and tumor areas were quantified using the Halo quantitative image analysis platform (Indica Labs) in the Biorepository and Pathology Core laboratory at the Icahn School of medicine at Mount Sinai.

### In vitro brainstem neurosphere infection with RCAS viruses

Brainstem progenitors were harvested from Ntv-a;*Ezh2*^fl^ postnatal day 3 (P3) pups and processed using papain and ovomucoid to generate a single cell suspension [30]. Cells were seeded in 6-well plates (Corning) with complete media consisting of NeuroCult™ Neural Stem Cell Media (StemCell Technologies) supplemented with 10% NeuroCult™ Proliferation Supplement (StemCell Technologies), 1% Pen–Strep (Invitrogen), 20 ng/mL human basic FGF (Invitrogen), 10 ng/mL human EGF (Invitrogen), and 2 μg/mL heparin (Stem Cell Technologies) and incubated at 37 °C with 5% CO_2_. RCAS viruses were concentrated following the manufacturer’s instructions (Clontech) and added to the cells after 24 h. Neurospheres were harvested after 7 days using ACCUTASE™ cell detachment solution and cells were seeded in 96-well plates. EZH2 inhibitor EPZ011989 was added after 24 h for the next 5 days at the desired concentration (1 µM, twofold step dilution starting at 5 µM) and proliferation was measured using the Cell Proliferation ELISA, BrdU (colorimetric, Roche) kit.

### Immunohistochemistry (IHC) and tumor grading

Tumor tissues were fixed in 10% formalin and embedded in paraffin at the Northwestern University Mouse Histopathology Laboratory. Sections were cut at 5 μm thickness using a Leica RM2235 microtome. Hematoxylin and Eosin (H&E) staining was performed according to established protocols. Tumor grading was performed by a blinded neuropathologist (D.B). Tumors were graded by the WHO grading. IHC analysis was performed using an automated processor (Discovery Ultra, Ventana, Roche Diagnostics). Antibodies used for IHC analysis are listed in Additional File 1. Images were captured on a Zeiss Axio A1 microscope and processed using the Zen 2.3Lite software. Nuclear staining was quantitated on the BioTek Lionheart FX automated microscope using the Gen5 software version 3.08 (BioTek). The quantification of the EZH2 IHC in the EZH2 LOF model was performed using Neurolucida imaging software (MBF Bioscience).

### RNA-sequencing (RNA-seq)

The stranded total RNA-seq was conducted at the Northwestern University NUSeq Core Facility. Briefly, total RNA examples were checked for quality on Agilent Bioanalyzer 2100 and quantitated with Qubit fluorometer. The Illumina TruSeq Stranded Total RNA Library Preparation Kit was used to prepare sequencing libraries. The kit procedure was performed without modifications. This procedure includes rRNA depletion, remaining RNA purification and fragmentation, cDNA synthesis, 3’ end adenylation, Illumina adapter ligation, library PCR amplification and validation. lllumina HiSeq 4000 Sequencer was used to sequence the libraries with the production of single-end, 50 bp reads. The quality of reads, in fastq format, was evaluated using FastQC (Andrews S. (2010). FastQC: quality control tool for high throughput sequence data. Available online at: http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Adapters were trimmed, and reads of poor quality or aligning to rRNA sequences were filtered using Trim Galore (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). The cleaned reads were aligned to the mouse genome (mm10) using STAR [14]. Read counts for each gene were calculated using HTSeq-Counts [1] in conjunction with a gene annotation file for mm10 obtained from Ensembl (http://useast.ensembl.org/index.html). A comprehensive QC report was generated using MultiQC [15]. For the LOF EZH2 RNAseq analysis, the number of reads aligning to each Ezh2 or Tp53 exon was quantified from aligned BAM files using DEXSeq [2]. The Emsembl mm10 gtf file was used as input. Exon values were normalized to the total number of aligned reads in the BAM file and are included in Additional file 8: Table S7. DESeq2 analyses were run comparing EZH2 LOF or EZH2 GOF mice to EZH2 WT mice [28]. The cutoff for determining significantly differentially expressed genes was an FDR-adjusted p-value less than 0.05. The pathway analysis was done using Metascape [52]. Gene set enrichment analysis (GSEA) was run using genes ranked according to the Wald statistic with the following parameters: permutations = 1000, enrichment statistic = classic, max size = 500, min size = 20, normalization mode = meandiv. Custom GSEA gene lists were generated from the pedcbioportal by taking the top 100 genes positively co-expressed with IDH1, IDH2, IDH3, PSMB8, PSMB9, and PSMB10 in low-grade glioma samples (n = 259), high-grade glioma samples (n = 133), and DMG samples (n = 97) from the Pediatric Brain Tumor Atlas. GSEA was run using the parameters described above to compare *Ezh2*^*f/f*^or *Ezh2*^Y641F^ mice to control mice based on the custom gene lists.

### Real-time PCR (RT-PCR)

Total RNA was isolated from primary tumors using the RNeasy mini kit (Qiagen) per the manufacturer’s instructions. For semi-quantitative and qRT-PCR validation, cDNA was synthesized from total mRNA using Superscript II and Oligo dT primers (Invitrogen). Primers for validation of *Ezh2* exon 14–15 deletion have been described earlier [34]. All qRT-PCR experiments were performed using triplicate wells and data analyzed on the QuantStudio 6 Flex instrument (Applied Biosystems). Details of all primers are provided in the Additional File 1. Relative expression of target genes was analyzed using the ΔΔC_t_ method (QuantStudio Real-time PCR software v1.3).

### Immunoblot analysis

Snap frozen tumors were lysed in RIPA buffer containing 1 × Protease Inhibitor Cocktail (Sigma Aldrich), 10 mM PMSF, 50 mM NaF, 1 mM NaVO4, and 1 mM DTT and sonicated (QSonica, 5 s, 50% amplitude). Protein estimation was performed using the Pierce™ BCA protein assay kit (ThermoFisher Scientific) and quantified on the Cytation5 plate reader (BioTek). Histone extracts were prepared using the Histone extraction kit following manufacturer’s instructions (Abcam). Nuclear or whole cell lysates were loaded on 4–20% Mini-Protean TGX gels (BioRad) and transferred to Immuno-Blot PVDF membrane (BioRad). Membranes were incubated with primary antibodies at a 1:1000 dilution in Odyssey Blocking Buffer (LI-COR) with 0.2% Tween-20 overnight at 4 °C. Secondary antibodies (1:10,000 for IRDye800CW or 1:20,000 for IRDye680LT) were incubated at room temperature for 1 h. Antibodies and uncropped images of representative blots used for western blot analysis are listed/shown in the Additional File 1.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism software (Version 8.0). All data are represented as the mean with SEM and analyzed using unpaired Student’s *t* test. Sample sizes are indicated in the figure legends. Survival curves were analyzed by log-rank (Mantel–Cox) test. For measuring tumor incidence Fisher’s exact test (two-tailed) was used. Statistical significance was recorded when the *p* value was less than 0.05. Pearson correlation calculations and correlation plot was performed using Prism software.

## Results

### Genetic ablation of Ezh2 aggravates DMG progression that is curtailed by Ezh2 overexpression

In the *Nestin* promoter-driven model, CRE mediated deletion of* Ezh2* (*Ezh2*^f/f^, RCAS CRE, EZH2 LOF, Fig. 1a) accelerated the development of DMG, including WHO group IV tumors (necrotic, pseudopalisading, active mitotic cells, Fig. 1b and d), as evaluated by a blinded neuropathologist (DB). Mice with *Ezh2* deletion succumbed to the disease earlier with a median survival of 53 days as compared to 56 days in the control *Ezh2*^fl/fl^ RCAS-Y/EZH2 WT group (Fig. 1c, *ns*, not significant, *p* = 0.0847). Although the survival difference did not reach statistical significance, the hazard ratio of EZH2 LOF/EZH2 WT was 1.88, implying that subjects with an *Ezh2* loss of function were almost twice as likely to succumb to the disease earlier as compared to those in the *Ezh2* wild-type (WT) group. Approximately 20% of the tumors in the *Ezh2* deleted cohort were ‘high grade’/Grade IV (Fig. 1d). Proliferative index quantitated by IHC analyses of Ki-67 staining showed a significantly higher percentage of positive cells in EZH2 LOF compared to EZH2 WT (EZH2 LOF = 75% vs. EZH2 WT = 38%, *p* = 0.02, Fig. 1e). *Ezh2* deletion was validated by the loss of EZH2 expression (EZH2 LOF = 31.9% vs. EZH2 WT = 78.3% %, *p* = 0.02) and a near complete loss of H3K27me3 as evaluated by IHC staining (Fig. 1f). In brainstem neural progenitors, *Ezh2* deletion resulted in significantly higher proliferation compared to the EZH2 WT group (RCAS Y), that was mirrored when cells were treated with an EZH2 inhibitor, EPZ011989 (1 µM, Fig. 1g, *p* < 0.0001). Tumors in both groups were positive for Nestin and Olig2, while GFAP expression was sparse (Fig. 1h). Tumor incidence, however, was not different between the groups (Additional file 1: Fig. S1a). Interestingly, we did not register a complete deletion of the *Ezh2* exon 14–15 using the RCAS-CRE system as detected by qualitative PCR, either in formalin-fixed paraffin embedded (FFPE) tumor tissues or in *in-vitro* cultured P3 neuronal precursors (Additional file 1: Fig. S1b, [34]).

**Fig. 1.**
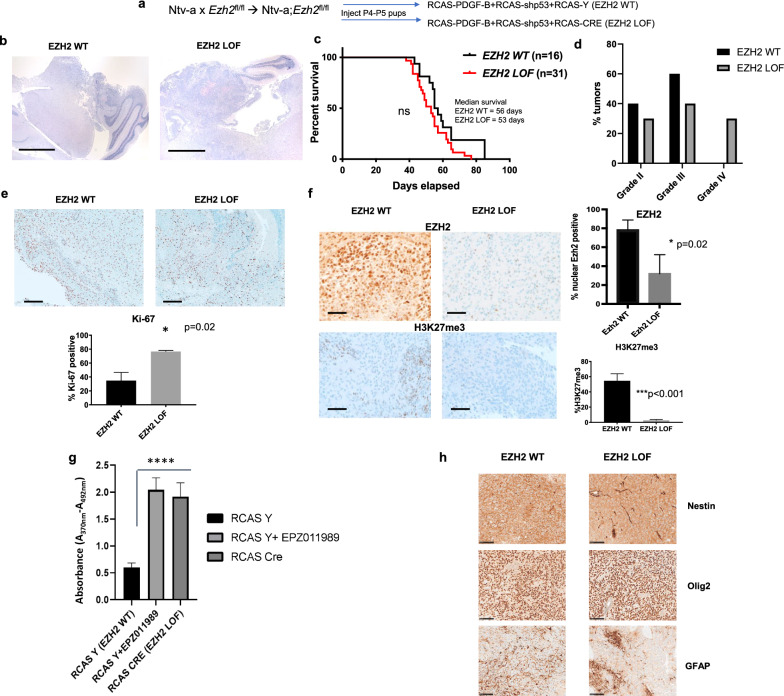
*Ezh2* loss worsens DMG pathogenesis while overexpression delays the disease. DMGs was induced by injecting DF1 cells infected with RCAS-PDGF-B, CRE, shp53-RFP and RCAS-Y/RCAS-CRE viruses in P4 pups from Ntv-a;*Ezh2*^fl/fl^ mice. **a**. Schematic representing establishment of EZH2 loss-of-function DMG mouse model. **b**. Representative H&E staining of tumors from EZH2 WT and EZH2 LOF mice, scale bar = 500 µm. **c.** Kaplan–Meier survival curve of EZH2 WT and EZH2 LOF mice, *p* = 0.0847 by Gehan-Breslow-Wilcoxon test,*ns*, not significant. **d.** Tumor grades determined in both groups are shown. **e.** Representative Ki-67 staining from both groups is shown, scale bar = 100 µm (top) and quantitation of staining, (*p* = 0.02, unpaired *t*-test n = 5 tumors/group, bottom). **f.** Representative EZH2 and H3K27me3 staining from both the groups is shown, scale bar = 100 µm and quantitation of EZH2 (*p* = 0.02, unpaired t-test n = 3 tumors/group) and H3K27me3, (*p* < 0.001, unpaired *t*-test n = 5 tumors/group). **g.** Quantitation of BrdU incorporation by cell proliferation assay after treatment with EPZ011989 (1 µM) in P3 neural precursor cells infected with RCAS-PDGF-B, RCAS-shp53RFP and RCAS-Y/RCAS-CRE viruses, (bottom, *p* < 0.0001, unpaired *t*-test, n = 5 independent experiments). **h.** Representative IHC staining for both groups for Nestin, Olig2 and GFAP (scale bar = 100 µm)

To strengthen our loss-of-function studies, we next investigated the effects of *Ezh2* overexpression on DMG development in *Ezh2*^Y641F^ mice using RCAS viruses as described in “Materials and Methods” (Fig. 2a). Note that the mutant *Ezh2*^Y641F/+^ (referred as *Ezh2*^Y641F^ or EZH2 GOF) is genetically equivalent to clinical cases where the heterozygous mutation is sufficient to induce a disease phenotype. Mice homozygous for the mutation developed hydrocephalus and failed to survive beyond 6 weeks of age. *Ezh2*^Y641F^ /EZH2 GOF overexpression significantly delayed DMG development as compared to the EZH2 WT control group, (Fig. 2b top and bottom, median survival 71 days in RCAS-CRE/EZH2 GOF group compared to 50 days in RCAS-Y/EZH2 WT, *p* < 0.0001, log-rank test). This was reflected in the significantly diminished Ki-67 staining observed in the *Ezh2*^*Y*641F^ /EZH2 GOF cohort (Fig. 2c, *p* < 0.001), along with enhanced H3K27me3 staining and protein expression (Fig. 2d top and bottom, *p* = 0.03). There was a 50% preponderance of subjects in *Ezh2*^Y641F^ /EZH2 GOF cohort for not developing tumors (Fig. 2e, *p* < 0.001, Fisher’s exact test), and many of these tumors represented conditions designated by the pathologist as ‘no grade’ with ‘mild mitotic activity of neuronal cells’ (Fig. 2f). There were significantly more tumors in this group that were lower grade as compared to the control group (EZH2 WT). These results were mirrored in *‘*in vitro*’* assays where overexpression of EZH2 reduced the proliferative capacity of neural precursors (Fig. 2g, *p* < 0.05), although further inhibition by an EZH2 inhibitor (EPZ011989) was not registered. However, RNA-Seq results indicated that only 1 out of 4 tumors expressed the *Ezh2*^Y641F^ allele (Additional file 2: Table S1). 

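The Y641F change replaces a tyrosine in the catalytic SET domain of Ezh2. The changed base lies at position 47533752 of chromosome 6 in mm10, in the Ezh2 exon that runs from 47533742 to 47533837. In EZH2 GOF replicate 3, the paper's read counts hold 5 reads with the mutant base among 16 reads at this position. This is a share of 31.25%, with an exact (Clopper-Pearson) 95% interval from 11.0% to 58.7% computed here. In the other EZH2 GOF tumors the paper counts 0 of 9 mutant reads in replicate 1, 0 of 18 in replicate 2 and 0 of 43 in replicate 4. With 3 counts taken as the limit, these allow a mutant share of up to 33.3%, 16.7% and 6.98%. Among EZH2 WT tumors, replicate 2 had 0 of 42 mutant reads and replicate 3 had 0 of 12, which allow up to 7.14% and 25%, and replicate 1 had no read at the position. The intervals and limits cover counting error only. The limit of replicate 1 lies above the share of replicate 3, and those of replicates 2 and 4 lie below that share.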

The reasons for this are not clear but may be because RNA-seq is not a 100% efficient technique to detect mutations, especially when the gene is expressed at a low level, and the mutant allele fraction is low. Tumors in both groups were positive for Olig2 while GFAP expression was limited/absent as seen in earlier studies (Additional file 1: Fig. S2a). These results support our hypothesis that *Ezh2* likely behaves as a tumor suppressor in DMG.

**Fig. 2:**
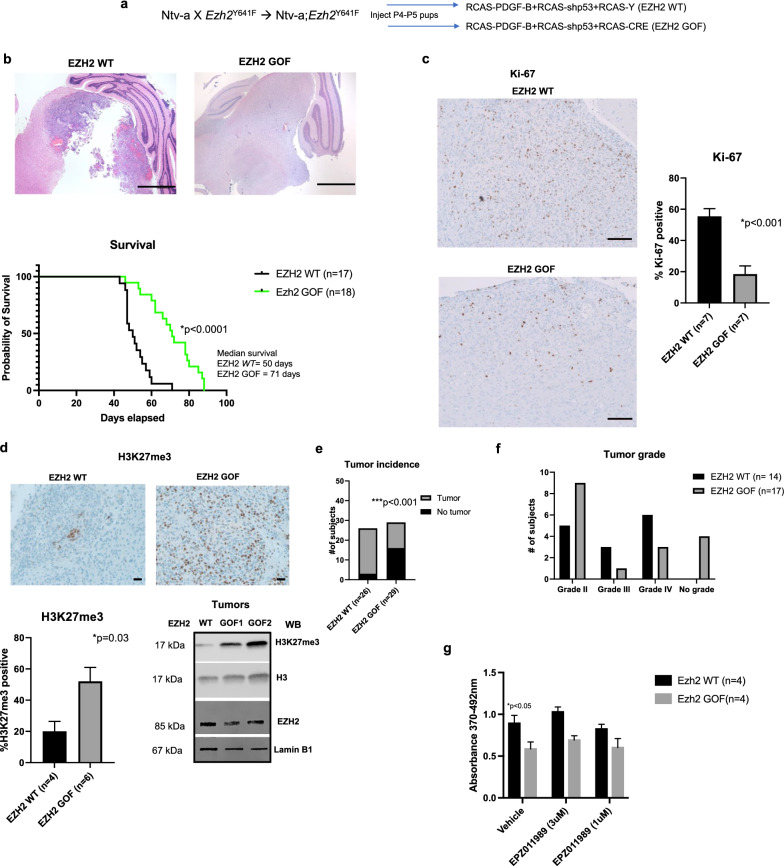
**a** Schematic representation to show establishment of the EZH2 overexpression DMG mouse model. **b.** Representative H&E images from EZH2 WT and EZH2 GOF mice (top), scale bar = 500 µm and (bottom) Kaplan–Meier survival curves of mice from both the groups (*p* < 0.0001, log-rank test). **c.** Representative Ki-67 IHC staining from EZH2 WT and EZH2 GOF tumors and quantitation of staining (*p* < 0.001, unpaired *t*-test n = 3 tumors/group), scale bar = 50 µm **d.** Representative H3K27me3 staining in EZH2 WT and EZH2 GOF tumors, quantitation of H3K27me3 staining (*p* = 0.03, paired *t*-test n = 3 tumors/group) and immunoblot detection of H3K27me3, H3 (loading control) in histone extracts of tumors and EZH2 and Lamin B1 (loading control) from whole cell extracts of tumors from EZH2 WT and EZH2 GOF mice, scale bar 2 µm **e.** Tumor incidence comparison between EZH2 WT and EZH2 GOF mice (*p* < 0.001, Fisher’s exact test). **f.** Tumor grades across the EZH2 WT and EZH2 GOF mice were determined as described. **g.** Cell proliferation BrdU ELISA assay of neuronal precursor cells from Ntv-a;*Ezh2*^Y641F/+^ P3 pups infected with RCAS-PDGF-B, RCAS-shp53-RFP and RCAS-Y/RCAS-CRE viruses and treated with EZH2 inhibitor, EPZ011989 (p < 0.05, unpaired *t*-test, n = 3 independent experiments)

### Loss of Ezh2 triggers components of the immunoproteasome pathway

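Tumors of the brainstem from 2 mouse lines were sequenced. The RCAS/Tv-a system delivers genes by avian retroviruses to Nestin-positive progenitors of mouse pups. For this experiment both lines received RCAS-PDGF-B and RCAS-Cre. Ntv-a;p53fl/fl mice gave the EZH2 WT tumors (n = 3), and Ntv-a;p53fl/fl mice that also carried floxed Ezh2 gave the EZH2 LOF tumors (n = 4, numbered 13 to 16). The groups therefore differ in their parents as well as in Ezh2. Total RNA depleted of ribosomal RNA was made into stranded libraries, read as single ends of 50 bp, aligned with STAR and counted per gene with HTSeq. The authors divided the counts by a size factor for each library and tested them with DESeq2. Their deposited table holds these normalized counts for 3533 genes on 3553 lines, because 19 gene identifiers stand on several identical lines. It lists only genes that the authors called at an FDR under 0.05, of 13391 genes tested, so genes outside it were not analysed here. Dividing by the smallest step of each library gave whole reads for 100% of the values in all 7 libraries, within a tolerance of 0.001 reads. The size factors stand for the relative depth, which here means reads counted in genes. They were 1.80, 2.64 and 1.93 for EZH2 WT replicates 1 to 3. For EZH2 LOF replicates 13, 14, 15 and 16 they were 0.218, 0.467, 1.36 and 0.838. The paper scales its Ezh2 exon values to all aligned reads, so 1 read is worth less there where more reads aligned. That worth was 1.59, 1.77 and 1.33 in EZH2 WT replicates 1 to 3. It was 1.49, 1.06, 1.26 and 1.12 in EZH2 LOF replicates 13 to 16, so replicates 13 and 14 were not the lowest in aligned reads. The share of aligned reads counted in genes, in relative units, was 2.86, 4.67 and 2.57 in EZH2 WT. In EZH2 LOF it was 0.325, 0.497, 1.72 and 0.939, so the groups differ in this share as well. Over the listed genes alone, reads ranged from 281847 in EZH2 LOF replicate 13 to 3685186 in EZH2 WT replicate 2. A single read is worth 4.58 normalized counts in replicate 13 and 0.379 in EZH2 WT replicate 2, so low genes are least precise in replicate 13. The groups were compared with limma on log2(normalized count + 1), and p-values were adjusted over as many genes as the authors tested. Log2 fold changes are on that scale, which understates the change of low genes, while folds are ratios of mean normalized counts. A call is an adjusted p under 0.05. Replicates are tumors with sample numbers of their own, and no source used here says more of the animals they came from, so p-values measure the spread between these samples.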

Transcriptional profiling by bulk RNA-seq of tumors driven by PDGF-B; p53 loss compared to PDGF-B; p53 loss, and EZH2 loss revealed 3,553 significantly differentially expressed genes. Of these, 1740 were significantly upregulated by EZH2 loss and 1,813 were significantly downregulated (Additional file 3: Table S2). 

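Transcripts of early development that were low in EZH2 WT tumors were higher in EZH2 LOF tumors. The groups also differ in their parents and in the share of aligned reads counted in genes. For these genes, neither difference was tested apart from loss of Ezh2. Of 25 listed homeobox and other developmental transcription factors, 22 rose, none fell and 3 did not pass the test (22 higher adjusted over the list alone). Zfhx4, a zinc-finger homeobox factor, rose from 36.4 ± 13.7 (SD, n = 3) to 319 ± 58.8 normalized counts (SD, n = 4), and Runx2, a regulator of bone formation, rose 8.35-fold from 16.3 ± 3.71 to 136 ± 33.1. Vax2, a homeobox factor of the ventral eye, rose from 0.877 ± 0.786 to 38.8 ± 4.66, together with the antisense transcript Vax2os (log2 fold change 4.29). Tcf24 rose by 4.10 on the log2 scale, and the cardiac homeobox gene Nkx2-5 stood at 0.172 ± 0.299 in EZH2 WT and 21.1 ± 8.02 in EZH2 LOF. All 7 listed oncofetal genes rose (7 adjusted over the list alone), among them Lin28b, which blocks maturation of let-7 microRNAs, 23.8-fold from 6.89 ± 4.28 to 164 ± 28.8. The zinc-finger gene Plag1 rose 16.9-fold and the RNA-binding protein gene Igf2bp3 6.94-fold. Lists were compared with all other passing genes by two-sided Fisher's exact tests of higher against lower. Adjusted p from these Fisher's exact tests was 3.94e-06 for the developmental factors and 0.0279 for the oncofetal genes. The tests count genes, which are not independent replicates, and do not measure the spread between tumors. Both lists were written after the paper's Table S2, which holds calls of this comparison, had been opened in part. Their p-values are therefore not independent evidence. The oncofetal call is lost without EZH2 WT replicate 2 (adjusted p = 0.0803 from Fisher's exact test). By log2 fold change, the largest rise among passing genes whose groups do not overlap was that of the paternally expressed imprinted gene Zdbf2. It was 4.90 (standard error 0.26, adjusted p = 2.99e-05 from limma), while by ratio of means Nkx2-5 rose more (122-fold against 29.3-fold). Serpina3f, an interferon-inducible protease inhibitor, followed with 4.74 (0.63, adjusted p = 0.00283 from limma), and the imprinted gene Asb4 rose 20.2-fold from 9.83 ± 4.42 to 198 ± 77.5. Among falling genes, Scel dropped 19.7-fold, from 169 ± 60.9 to 8.58 ± 5.06, and the matrix proteoglycan gene Dcn 10.6-fold, from 136 ± 88.6 to 12.8 ± 4.03. The retinaldehyde dehydrogenase gene Aldh1a1 was 8.87-fold lower and the intraflagellar transport gene Ttc30b 7.32-fold lower, the latter sharing 34.8% of its 50-base words with other genes. Pla1a had a log2 fold change of -2.79, a call lost without any 1 of 5 libraries. Eif3j2 (-4.19) shares 91.8% of its 50-base words with other genes, so its counts are uncertain. Fat2, a protocadherin of granule cells, had the largest fall by log2 fold change among passing genes without overlap (-4.31). It ranged from 11.4 to 837 within EZH2 WT, and its call is lost in 6 of 7 leave-one-out fits. Over the whole table, 1102 genes were higher and 1048 lower by limma. The groups did not overlap in 3053 of the 3533 genes, against a chance share of 5.71% for 3 and 4 samples. The genes had been selected by the authors on this comparison, and without EZH2 WT replicate 2 the counts fell to 458 and 357. Without replicates 13 and 14, an alternative chosen after seeing their depth, 182 genes were higher and 89 lower, and the calls of both the developmental and the oncofetal list are lost.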

GSEA revealed an over-representation of *‘interferon alpha/gamma pathway genes’,* among *‘E2F targets’* and *‘G2M checkpoint’* in *Ezh2* deleted tumors along with a significant down-regulation of *‘oxidative phosphorylation’* indicating a possible suppression of the mitochondrial metabolic pathway (Fig. 3a, Additional file 6: Table S5). This is consistent with previous reports of heightened aerobic glycolysis and subdued mitochondrial activity in DMG [42].

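Interferon-stimulated genes and cell cycle genes rose in EZH2 LOF tumors, and nuclear genes of the respiratory chain fell. Of 42 listed interferon response genes, 27 rose, 1 fell and 14 did not pass the test (35 higher and 3 lower adjusted over the list alone). The guanylate-binding protein gene Gbp2 rose 6.97-fold, from 36.6 ± 9.06 (SD, n = 3) to 255 ± 110.2 normalized counts (SD, n = 4). The transcription factor Irf1 rose 3.46-fold, from 127 ± 34.1 to 441 ± 186. The chemokine gene Cxcl10 rose 3.84-fold, from 18.0 ± 1.59 to 69.0 ± 25.7 (log2 fold change 1.79, standard error 0.36, adjusted p = 0.0124 from limma). The falling member, named for its direction, was Ifit2, an interferon-induced inhibitor of translation (-0.74). Of 26 listed E2F targets and G2/M genes, 13 rose and none fell (9 higher adjusted over the list alone). Cdk6, the G1 kinase, rose 3.56-fold, from 88.8 ± 28.2 to 316 ± 65.0, E2f1 rose 2.77-fold, E2f2 2.70-fold and the condensin gene Ncapd2 1.85-fold. Of 28 listed nuclear genes of oxidative phosphorylation, 19 fell and none rose (21 lower adjusted over the list alone). The cytochrome c oxidase genes Cox7b and Cox6b1 fell 1.98-fold and 1.93-fold, Cox7b from 274 ± 50.7 to 138 ± 10.5. The ATP synthase gene Atp5c1 was 1.71-fold lower and Etfdh, which passes electrons to ubiquinone, 1.73-fold lower. Ndufa9, a subunit of complex I, fell 1.58-fold, from 323 ± 30.1 to 204 ± 26.7 (adjusted p = 0.0169 from limma), a call lost in 2 of 7 leave-one-out fits. By the same Fisher's exact test of direction, adjusted p was 3.61e-06 for the interferon genes, 0.000659 for the cell cycle genes and 5.77e-06 for oxidative phosphorylation. Genes of a list are not independent replicates, so these p-values do not measure the spread between tumors. These lists too were written after the paper's Table S2 had been opened in part, so the p-values are not independent evidence. Beside these groups, 4 of 5 listed microglia and macrophage genes and 7 of 10 listed mature oligodendrocyte genes fell. The EZH2 LOF group also holds the libraries with the fewest reads counted in genes, replicates 13 and 14. Without replicates 13 and 14 together, 1 cell cycle gene rose and 1 gene of oxidative phosphorylation fell, too few to test either list. GSEA ranks all expressed genes and was not rerun on a table of called genes. From the negative enrichment of oxidative phosphorylation, the paper proposes a suppression of mitochondrial metabolism in the tumors.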

**Fig. 3:**
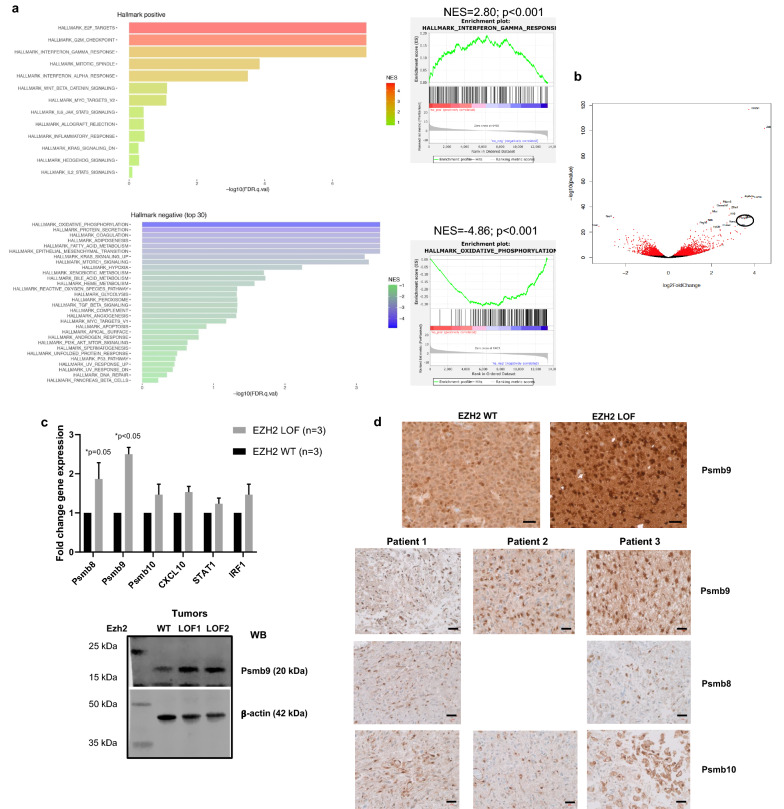
GSEA ranking and validation of targets identified by RNA-sequencing in EZH2 LOF tumors. **a.** Hallmark positive enrichment for ‘E2F targets’, ‘G2M checkpoint’ and ‘interferon gamma response’ (top) and negative enrichment for ‘oxidative phosphorylation’ (bottom) bar plots are shown. **b.** Volcano plot showing the enrichment of genes in the EZH2 LOF tumors, *Psmb9* is highlighted. **c.** Validation of RNA-seq targets by qRT-PCR (top, *p* < 0.05, unpaired *t*-test, n = 3 tumors/group) and western blot (bottom) shows significant expression of immunoproteasome genes (*Psmb9* fold change by qPCR and immunoblot = 2.5). **d.** Representative staining of EZH2 WT and EZH2 LOF tumors for Psmb9 (top) and human DMG samples for Psmb9, 8 and 10 (bottom). Scale bars are 20 µm

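Subunits of the immunoproteasome, the transporters that carry peptides to the endoplasmic reticulum and the MHC class I genes were higher in EZH2 LOF tumors. Of 19 listed genes of the immunoproteasome and MHC class I antigen processing, 16 rose, none fell and 3 did not pass the test (19 higher adjusted over the list alone). Psmb9 (ENSMUSG00000096727), which encodes LMP2 and replaces Psmb6 in the immunoproteasome, rose 13.2-fold, from 23.7 ± 8.27 (SD, n = 3) to 311 ± 111 normalized counts (SD, n = 4). Its log2 fold change was 3.62 (standard error 0.36, adjusted p = 0.00110 from limma). Psmb8 (ENSMUSG00000024338), which encodes LMP7 and replaces Psmb5, rose 4.36-fold, from 142 ± 48.1 to 621 ± 219.8 (log2 fold change 2.08, standard error 0.33, adjusted p = 0.00620 from limma). Psmb10 (ENSMUSG00000031897), which encodes MECL-1 and replaces Psmb7, rose 2.20-fold, from 126 ± 9.53 to 277 ± 115 (log2 fold change 1.06, standard error 0.26, adjusted p = 0.0251 from limma). Nlrc5, the transactivator of MHC class I genes, rose 12.8-fold, from 112 ± 54.1 to 1437 ± 598. Of members named after their values were seen, the peptide transporter gene Tap1 rose 6.57-fold and Tap2 3.08-fold. The classical class I genes H2-K1 and H2-D1, named in the same way, rose 6.34-fold and 3.78-fold. Larger log2 fold changes were those of H2-Q4, H2-Q5 and H2-Q6, at 3.90, 4.18 and 4.03, but these genes share 21.8%, 36.4% and 32.0% of their 50-base words with other genes, so reads may be split between them. The list differed in direction from all other passing genes (adjusted p = 9.95e-05, two-sided Fisher's exact test). It was written after the paper's Table S2 had been opened in part, so this is not independent evidence. The call of Psmb10 is lost without EZH2 LOF replicate 16, EZH2 WT replicate 1 or EZH2 WT replicate 2 (adjusted p up to 0.0828 from limma), while Psmb9 and Psmb8 passed in every leave-one-out fit.

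**Figure D1:**
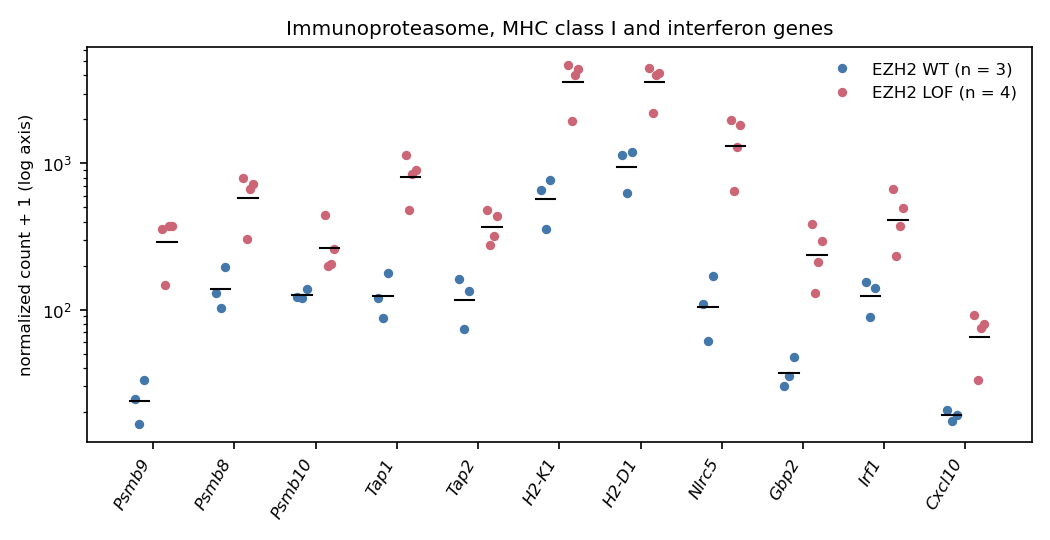
Normalized counts of 11 interferon and antigen presentation genes, on a log axis, in EZH2 WT (n = 3) and EZH2 LOF (n = 4) tumors. Each dot is a tumor and each black line is the group mean on the log scale. All 4 EZH2 LOF tumors lie above all 3 EZH2 WT tumors for Psmb9, from 146 upward against at most 32.1.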

Among the *‘interferon alpha/gamma response pathway genes*’, genes of the immunoproteasome complex, *Psmb9*, were most notably upregulated (Fig. 3b, highlighted). Validation experiments by qRT-PCR and immunoblot in tumors from mice with *Ezh2* deletion (*Ezh2*^f/f^) confirmed significant overexpression of Psmb9 (LMP2, Fig. 3c top and bottom, *p* < 0.05). IHC staining of control (EZH2 WT) and *Ezh2* deleted (EZH2 LOF) tumors and human DMG autopsy sections confirmed an overall higher proportion of cells positive for Psmb9 (LMP2) in comparison to Psmb8 (LMP7) and Psmb10 (MECL-1, Fig. 3d). These results support a positive contribution of the immunoproteasome system towards DMG development in the event of an *Ezh2* functional loss.

### Idh1 induction in Ezh2 overexpression model shows a protective effect in curtailing DMG

Overexpression of the *Ezh2*^Y641F^ mutant allele significantly prolonged survival of mice injected with DF1 cells producing RCAS-PDGF-B, RCAS-CRE, and RCAS-shp53 viruses. 

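The gain-of-function experiment used Ntv-a mice with a Cre-inducible Ezh2 Y641F allele. By the paper, EZH2 WT tumors came from such mice given the control virus RCAS-Y, and EZH2 GOF tumors from those given RCAS-Cre, both with RCAS-PDGF-B and RCAS-shp53. The sample labels give the control tumors a wild-type Ezh2 genotype instead, and the grouping is the same under both. Libraries were made and counted as for the loss-of-function tumors, and the authors normalized and tested this comparison separately. Their deposited table lists 294 genes that they called, of 16173 tested, and other genes were not analysed here. All values of the 7 libraries were whole multiples of the worth of 1 read. Size factors were 0.0937, 1.49 and 1.56 for EZH2 WT replicates 1, 2 and 3, and 1.55, 1.495, 0.932 and 2.12 for EZH2 GOF replicates 1 to 4. EZH2 WT replicate 1 held 14796 reads in the listed genes, with a median of 34 reads per gene, and 1 read is worth 10.7 normalized counts there. The other 6 libraries held 151603 to 412664 reads in these genes. Tests followed the loss-of-function experiment, with limma and adjustment over the number of genes the authors tested. On data simulated with the means and spread of these libraries, this test recovered 1% of 100 genes changed by 2 on the log2 scale, so a gene that does not pass here is not shown to be unchanged.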

We performed RNA-seq of EZH2 WT and EZH2 GOF (n = 3 and n = 4 respectively) tumor samples. 

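The transcription factor genes Barhl2, Hes3 and Pax6 were lower in EZH2 GOF than in EZH2 WT tumors. Barhl2, a homeobox factor of the developing nervous system, stood at 379 ± 128 (SD, n = 3) in EZH2 WT and 2.30 ± 2.46 normalized counts (SD, n = 4) in EZH2 GOF (log2 fold change -7.15, standard error 0.80, adjusted p = 0.0320 from limma). Hes3, a repressor that keeps neural progenitors undifferentiated, fell 67.4-fold from 307 ± 121 (log2 fold change -5.77). Pax6, a paired-box factor of granule cell precursors, fell 5.69-fold, from 1311 ± 359 to 230.4 ± 58.2 (adjusted p = 0.0407 from limma). The Nik-related kinase gene Nrk fell 90.6-fold and Dnah11, an axonemal dynein gene, 15.7-fold, from 901 ± 225 to 57.5 ± 24.4. Il20rb, a cytokine receptor gene, fell 38.8-fold, and the cardiac myosin-binding protein gene Mybpc3 74.8-fold. Bcl2l15 and Zfp385c had log2 fold changes of -6.32 and -5.48, the meiotic gene Sycp1 of -7.02, and Iltifb of -5.95 with 39.7% of its 50-base words in other genes. Of 16 listed cerebellar granule cell genes, 3 fell (Barhl2, Il20rb and Pax6) and 13 did not pass the test (15 lower adjusted over the list alone). Of 8 listed Purkinje cell genes, 1 fell (Nrk) and 7 did not pass (7 lower adjusted over the list alone). Both lists were written after the paper's Table S3 had been opened, so their counts are not independent evidence. Cerebellar tissue in the EZH2 WT samples and a difference within tumor cells cannot be told apart here. Among EZH2 GOF tumors, replicate 3 alone had reads with the mutant base, so the differences are not shown to follow from Ezh2 Y641F. The largest folds among members that did not pass, picked out after their values were seen, were those of the granule cell receptor gene Gabra6, 3440.5 ± 3531 against 10.5 ± 7.57, and of the synaptic organizer Cbln3, 7201 ± 6679 against 33.6 ± 26.0. In total 12 genes were lower and 0 higher by limma, and 226 and 67 at an unadjusted p under 0.05. edgeR called 4 lower and 0 higher on the recovered reads, and DESeq2 162 and 26. The groups did not overlap in 272 of 294 genes, where chance gives 5.71% of genes that were not selected. The authors had selected these genes on this comparison, so the separation is not independent evidence. No gene passes without any EZH2 GOF replicate or without EZH2 WT replicate 2 or 3, and 23 genes were lower without the shallow EZH2 WT replicate 1, Pax6 not among them.

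**Figure D2:**
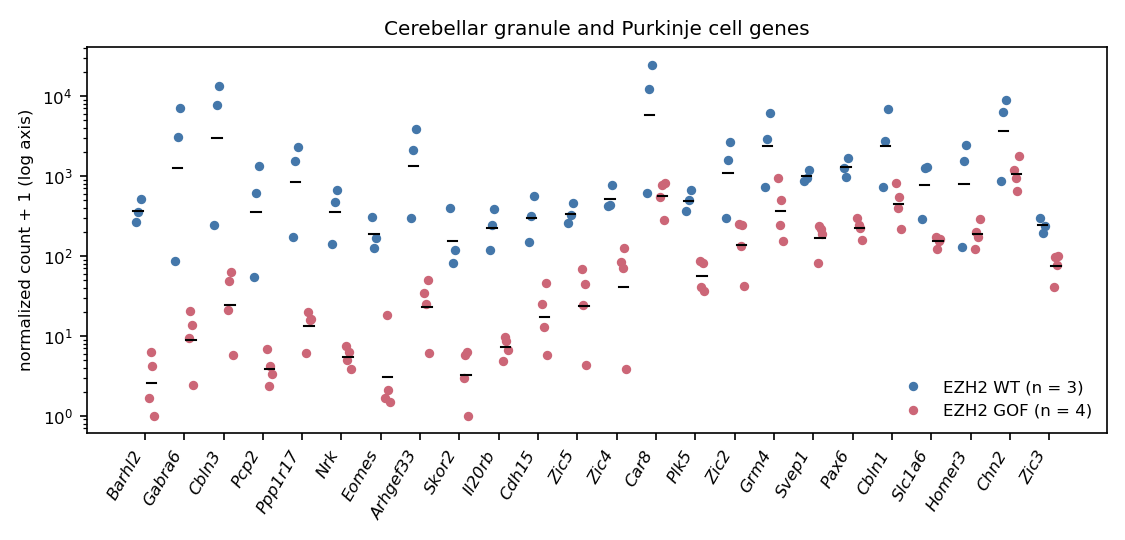
Normalized counts of 24 cerebellar genes (16 of granule cells, 8 of Purkinje cells), on a log axis, in EZH2 WT (n = 3) and EZH2 GOF (n = 4) tumors. Each dot is a tumor and each black line is the group mean on the log scale. All 24 are lower in EZH2 GOF by their fold change, and 4 of them passed the test.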

We identified 294 significantly differentially expressed genes with 227 genes being downregulated and 67 genes being upregulated in EZH2 GOF tumors relative to EZH2 WT (Additional file 4: Table S3). 

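No nuclear gene of oxidative phosphorylation stands in the table of genes called in EZH2 GOF tumors, which leaves out 10 called genes. Of 101 nuclear genes of oxidative phosphorylation, such as the subunits of complex I and of ATP synthase, 0 stand in the table of 294 genes, and the same holds for 15 mitochondrially encoded genes and 24 genes of glycolysis. The 67 genes that the authors list as higher in EZH2 GOF tumors include the examples here, chosen after their values were seen. The cell adhesion genes Pcdh7 and Ctnna2 had log2 fold changes of 1.29 (standard error 0.24, adjusted p = 0.144 from limma) and 1.15 (0.23, adjusted p = 0.184). Slc1a1, a glutamate transporter gene, had 1.25 (0.27, adjusted p = 0.233 from limma). None of the 67 passed limma over the genes tested. The enrichment ranks all expressed genes by the Wald statistic, and the genes outside the table were not analysed here.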

GSEA analysis of the bulk RNA-Seq of these tumors revealed *‘oxidative phosphorylation’* as the most significantly upregulated pathway (Fig. 4a, Additional files 5: Table S4, Additional files 7: Table S6). Among the genes from the oxidative phosphorylation pathway, *Idh1* was modestly upregulated as verified by qRT-PCR and immunoblotting (Fig. 4b, *p* < 0.05). These results suggest a protective role of *Idh1* in *Ezh2* overexpression induced delayed DMG development. 

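The immunoproteasome genes Psmb8, Psmb9 and Psmb10 are not among the 294 genes listed for EZH2 GOF tumors. Of 26 genes of the immunoproteasome and MHC class I antigen processing, 0 are listed there, and of 34 subunits of the constitutive proteasome, 0 are listed. Genes of antigen presentation that stand in the loss-of-function table, such as the class I transactivator Nlrc5 and the transporter Tap1, have no value in this comparison. A gene of immune cells that is listed, picked out after its values were seen, the lymphocyte phosphatase Ptpn22, stood at 312 ± 229 (SD, n = 3) in EZH2 WT and 26.9 ± 11.2 normalized counts (SD, n = 4) in EZH2 GOF and did not pass the test (adjusted p = 0.198 from limma). Since the table holds called genes alone, a gene outside it is not shown to be unchanged.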

Interestingly we did not observe any significant changes to the immunoproteasome genes in the EZH2 overexpression model.

**Fig. 4:**
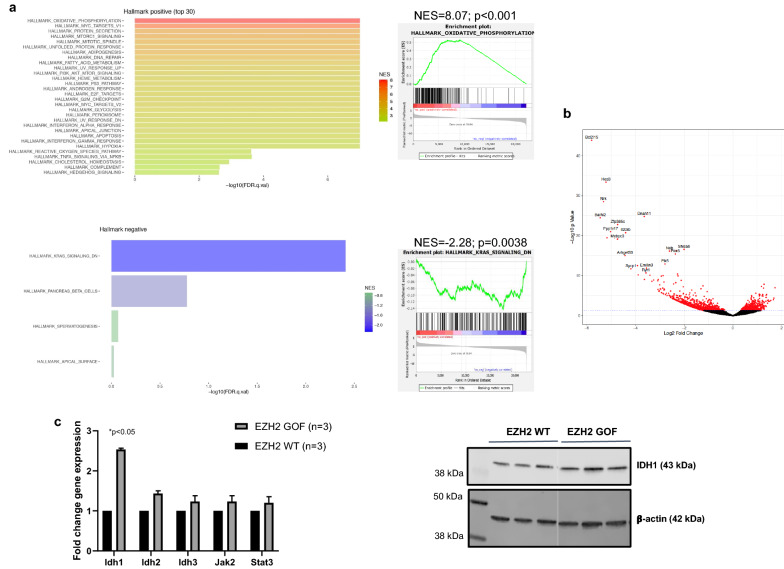
GSEA ranking and validation of targets identified by RNA-sequencing in EZH2 GOF tumors. **a.** Hallmark positive enrichment for ‘oxidative phosphorylation’ and negative enrichment for ‘KRAS signaling’ bar plots and scores are shown. **b.** Volcano plot showing the enrichment of genes in the EZH2 GOF tumors. **c.** Validation of RNA-seq targets by qRT-PCR (top, *p* < 0.05, unpaired *t*-test, n = 3 tumors/group) and cropped images of western blot (bottom) show significant expression of *Idh1* (qPCR fold change = 2.5)

### In vivo pharmacological inhibition of Ezh2 in an ABC KO mouse DMG model

Recent studies have suggested that EZH2 is a potential target in DMG [32, 39], substantiated by the recent FDA approval of Tazemetostat (Tazverik™, Epizyme) for epithelioid sarcoma and follicular lymphoma. We interrogated the clinical significance of EZH2 expression and whether targeting EZH2 is a viable therapeutic option in DMG. Immunohistochemical staining of DMG patient samples showed a positive correlation between the expression of Ki-67 and EZH2 r = 0.6774, n = 8, however the relationship was not significant with a *p* = 0.0649 by two-tailed test (Fig. 5a, b). To investigate the effect of EZH2 inhibition in a DMG in vivo tumor model, we established mutant H3.3K27M tumors in the ABC KO mice, and treated intraperitoneal (i.p) with Tazemetostat (EPZ-6438, SelleckChem, 400 mg/kg b.w.) for 7 days to enable drug penetration through the blood–brain barrier [31, 50]. We chose to use the ABC KO mouse as it has been reported by others that the brain penetration of EPZ-6438 is limited by abcb1 [50]. Treatment with EPZ-6438 did not alter Ki-67 staining when compared to vehicle treated tumors (Fig. 5d and f) but modestly increased the median survival from 46 days in vehicle treated mice to 50 days in the drug treated cohort (*p* = 0.09 by Gehan-Breslow-Wilcoxon test, hazard ratio (vehicle/Taz) = 2.0, (Taz/vehicle) = 0.49, Fig. 5e). In summary, short-term treatment of our murine DMG model with tazemetostat did not significantly impact the proliferation rate of the tumor cells nor significantly prolonged survival. The short duration of treatment and the aggressive model are potential reasons for the lack of significant efficacy.

**Fig. 5:**
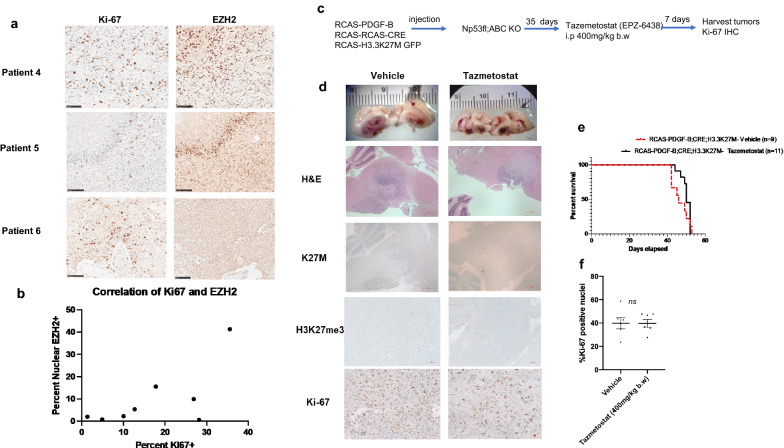
EZH2 expression in DMG and pharmacological inhibition in an in vivo DIPG model. **a.** Ki-67 and EZH2 expression are shown in representative DMG patient samples (scale bar = 100 µm). **b.** Correlation plot demonstrating a positive correlation between EZH2 and Ki67 in human DMG patient samples with r = 0.6774, n = 8, *p* value 0.0649 by a 2 tailed test **c.** Tazemetostat (EPZ-6438) treatment protocol for Np53fl; ABC KO mice injected with RCAS-PDGF-B, CRE and H3.3K27M virus producing DF1 cells to establish DMG is shown. **d.** Representative H&E and IHC staining of tumors for K27M, H3K27me3, and Ki-67 from vehicle and Tazemetostat treated mice are shown. Scale bar for H&E and K27M IHC is 500 µm, 100 µm for H3K27me3 IHC, and 20 µm for KI-67 IHC **e.** Kaplan–Meier survival curve comparison between vehicle and Tazemetostat treated mice is depicted. Median survival for the vehicle group was 46 days and 50 days for the Tazemetostat arm with a p-value of 0.25 by the log-rank test. **f.** Quantitation of Ki-67 score in both groups is shown, n.s *not significant*

## Discussion

EZH2 is suggested to have a pro-tumorigenic role in gliomas (both pediatric and adult). Specifically, in DMG where 80% of cases express the mutant H3K27M histone, focal gains of the H3K27me3 mark on critical tumor suppressors such as *Cdkn2a* [11] among others have been implied as an indirect consequence of residual EZH2 activity [32]. Pharmacological inhibition of this residual activity by several EZH2 inhibitors and its consequence on arresting DMG cellular proliferation lends support to this notion. However, there are caveats to these studies. For example, in the study by Mohammad et al., loss of *Trp53* nullifies effects of any inhibition by EZH2 inhibitors [32]. This is clinically significant in determining which subset of DMG patients receive such treatment as approximately 75% DMG cases present with a loss of a functional Trp53 [22]. On the other hand, a case of H3WT DMG with a Y646H EZH2 has been reported as well [37]. Additionally, as there are no known mutations of the PRC2 genes in high grade gliomas, the mechanism of the effect of EZH2 remains context dependent [24]. Given this complex background we attempted to discern the role of EZH2 in DMG using loss- and gain-of-function genetic mouse models.

Loss of *Ezh2* clearly enhanced tumor grade and proliferative index, albeit it did not significantly alter the tumor latency when compared to the EZH2 WT group. A similar observation was made by Neff et al., who showed that primary inactivation of *Ezh2* in leukemic cells bestowed a growth advantage but did not lend any survival benefit to primary recipients [34]. It was only after serial selection of *Ezh2-null* cells and transplantation into secondary recipients that *Ezh2* was found to be completely deleted and a survival advantage was witnessed. 

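Reads over 2 Ezh2 exons, taken here as the floxed ones, were scarce in EZH2 LOF tumors and common in EZH2 WT tumors. The exons lie on chromosome 6 of mm10, from 47533742 to 47533837 and from 47532902 to 47532983. The paper gives the deletion as exons 14 and 15, which these are in the Ezh2-202 transcript, while the paper's table of exon reads (Table S7) numbers them 16 and 17. In EZH2 WT tumors they took 6.63% of the Ezh2 exon reads in replicate 1 (24 of 362, exact 95% interval 4.29% to 9.70%), 6.90% in replicate 2 (70 of 1014, 5.42% to 8.64%) and 9.5% in replicate 3 (76 of 800, 7.56% to 11.7%). Among EZH2 LOF tumors, replicate 15 had 3 of 278 reads there, or 1.08% (0.223% to 3.12%). Replicates 13, 14 and 16 had 0 of 55, 0 of 92 and 0 of 194, which allow up to 5.45%, 3.26% and 1.55% at a limit of 3 counts. The group means were 7.68% ± 1.58 (SD, n = 3) and 0.270% ± 0.540 (SD, n = 4), a difference of -7.41 percentage points. The pair was recognised after the counts had been read, so a test on it would restate the difference that picked it out, and none is given. Ezh2 counts over the whole gene, divided by the size factors, were 213 ± 73.5 in EZH2 WT and 197 ± 23.7 in EZH2 LOF. The read counts are the paper's, while shares and intervals were computed here, and the intervals cover counting error only. The exons that the table itself numbers 14 and 15 hold 9.84% ± 1.54 of reads in EZH2 WT and 14.6% ± 3.81 in EZH2 LOF (exact permutation p = 0.143, n = 3 and 4). Their share was not lower in EZH2 LOF, which argues against their deletion. By the paper the deletion removes the SET domain, and the SET-domain base changed in Y641F lies in the exon from 47533742 to 47533837. The pair was not read from the design of the allele itself.

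**Figure D3:**
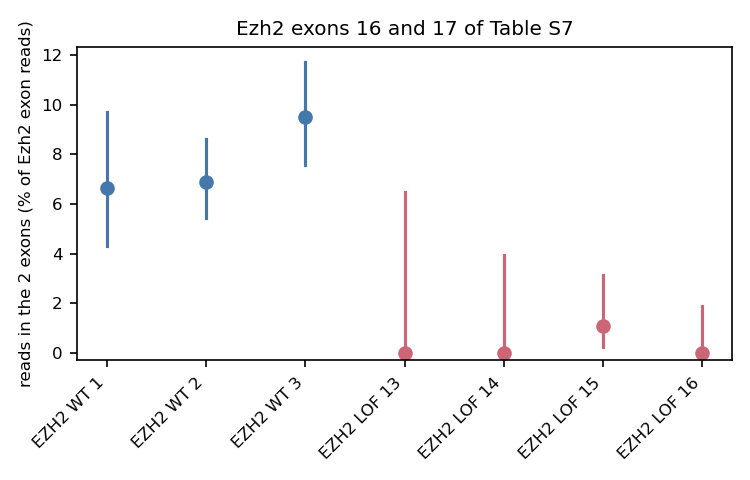
Share of Ezh2 exon reads in the 2 exons taken as floxed, in percent, for each EZH2 WT (replicates 1 to 3) and EZH2 LOF (replicates 13 to 16) tumor. Points are the shares and bars their exact 95% intervals. The EZH2 WT tumors lie between 6.63% and 9.5%, and the EZH2 LOF tumors at or below 1.08%.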

In our RCAS Tv-a system, using *Cre* recombinase resulted in a partial deletion of the *Ezh2* exon 14–15 (verified by qualitative PCR and RNA-Seq). We acknowledge that this is a major limitation of the study. Nevertheless, even with the possibility that only a subset of cells had the *Ezh2* allele deleted, there was a near complete loss of H3K27me3 staining in the tumors generated from this cohort. Given this heterogeneity in the system, we established DMG tumors in an *Ezh2* gain-of-function model using the mutant *Ezh2*^Y641F^ (murine equivalent of the human Y646H mutant allele) mice. Overexpression of *Ezh2* significantly delayed DMG development that was reflected in the significantly decreased tumor incidence and reduced proliferation rate of these tumors. Most of these tumors could not be categorized in the ‘classical low grade’ and, therefore, ascertained as ‘no tumor’ even though the mice were symptomatic with tumors, with an exaggerated H3K27me3 staining and protein presence that confirmed overexpression of the mutant *Ezh2*^Y641F^ allele. Overall, our observations suggest a tumor suppressive role of *Ezh2* in DMG, even though there are isolated clinical cases of DMG which have reported a similar gain-of-function *Ezh2* mutation [37]. A highly context-dependent function of *Ezh2* has come to light in a recent work by Basheer et al., where *Ezh2* deletion prior to retroviral transduction with oncogenic *MLL-AF9* accelerated disease development and shortened survival in mouse models of acute myeloid leukemia (AML).[4]. However, this effect was reversed when oncogenic transformation was initiated prior to *Ezh2* deletion. These results hint at temporal control by EZH2 in determining an oncogenic outcome during development. Clinically, AML patients with a loss-of-function *EZH2* mutation do not show a promising survival advantage when compared to their *EZH2* WT counterparts. Hence using EZH2 inhibitors against a carefully selected group of patients stratified on the basis of their *EZH2* mutation status is highly recommended [44].

Our *in-vitro* experiments of EZH2 chemical inhibition in P3 brainstem neural progenitors infected with RCAS viruses mirrored the observations of accelerated cell growth seen with genetic deletion of *Ezh2.* Recent studies have also reported that EZH2 inhibition in murine neural stem cells or human DMG cell lines by pharmacological inhibitors works best at nanomolar concentrations whereas higher doses induce proliferation of cells [18]. Genetic modeling of DMG is valuable in evaluating responses to potential drugs such as EZH2 inhibitors as genetic models present the endogenous disease with altered murine genetics rather than relying on orthotopic models that depend on human DMG cell lines [41]. With this in mind, we established brainstem gliomas in Np53fl; ABC KO mice to overcome the blood–brain barrier related efflux of EZH2 inhibitor, EPZ-6438. In a short-term treatment protocol, we did not observe any difference in the proliferative index of tumors between the vehicle and drug treated groups, and there was no significant difference in survival between the two cohorts. It is unclear if the lack of in vivo efficacy is due to limited drug penetration, or the aggressive nature of this model. We did note a positive correlation between expression of EZH2 and Ki67 in patient samples although the correlation was not significant like due to the small patient cohort consistent with a similar trend observed by others [21]. We could not confirm active drug penetration in the brain tissues of the treated mice, and this remains to be verified. There have been studies reporting no cytotoxic response using EZH2 inhibitor Tazemetostat in cell lines [46] that align with our findings; however, Zhang et al., showed that using JQ-1 (BET inhibitor) in combination with Tazmetostat, there was a significant decrease in cell proliferation and a survival benefit in animals bearing PDGF-B/H3.3K27M tumors. However, there is no information on the status of p53 in these tumors and the neural stem cells used in this study were from the dorsal forebrain [51]. Thus, these studies appear to be inconclusive on whether EZH2 inhibitors would be efficacious in patients with DMGs.

To gain clarity on the gene expression programs perturbed by alterations in *Ezh2*, we performed bulk RNA-Seq and discovered that suppression of the oxidative phosphorylation pathway in *Ezh2* loss-of-function tumors (NES = − 4.85; FDR *p* < 0.001) and significant positive enrichment of the oxidative phosphorylation pathway (NES = 8.07; FDR *p* < 0.001) in the *Ezh2* gain-of-function cohort as the most robust pathway impacted by EZH2 genetic perturbation. In addition, a robust interferon gamma response program was upregulated in both the EZH2 LOF and GOF models. 

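Enzymes of the citrate cycle fell in EZH2 LOF tumors beside the respiratory chain. Of 10 listed genes of isocitrate dehydrogenases and the citrate cycle, 6 fell, none rose and 4 did not pass the test (9 lower adjusted over the list alone, adjusted p = 0.0266 from Fisher's exact test). In 6 of 7 leave-one-out fits fewer than 5 members passed, so the list could not be tested. The list was written after the paper's Table S2 had been opened in part, so its p-value is not independent evidence. The NAD-dependent isocitrate dehydrogenase genes Idh3a, Idh3g and Idh3b fell by 0.79, 0.59 and 0.45 on the log2 scale (adjusted p = 0.0291, 0.0497 and 0.0474 from limma). Their calls are lost in 5, 6 and 7 of 7 leave-one-out fits. Idh1, the cytosolic enzyme, stood at 583 ± 141 normalized counts (SD, n = 3) in EZH2 WT and 402 ± 55.3 (SD, n = 4) in EZH2 LOF and did not pass the test (log2 fold change -0.52, standard error 0.18, adjusted p = 0.0713 from limma). In the GOF table, 0 of the 23 genes of this list are listed. Across both experiments, 66 genes stand in both tables, and 54 of them have fold changes of opposite direction (Fisher's exact test over genes, two-sided, p = 1.78e-07). Of these, 30 were lower in EZH2 LOF and higher in EZH2 GOF, and 24 the reverse, while 3 were higher and 9 lower in both. Examples were named after their values were seen. On the first side, the glutamate receptor gene Grm5 had log2 fold changes of -0.90 in EZH2 LOF and 1.26 in EZH2 GOF, the myelin glycoprotein gene Omg -1.09 and 1.19, and the adhesion gene Ncam2 -0.74 and 0.94. On the other side, Asb4 had -2.70 in EZH2 GOF. 0 genes passed limma in both comparisons, since no shared gene passed in EZH2 GOF, and genes are not independent replicates. From the opposite enrichment in the loss- and gain-of-function tumors, the paper describes oxidative phosphorylation as the pathway most affected by changing Ezh2.

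**Figure D4:**
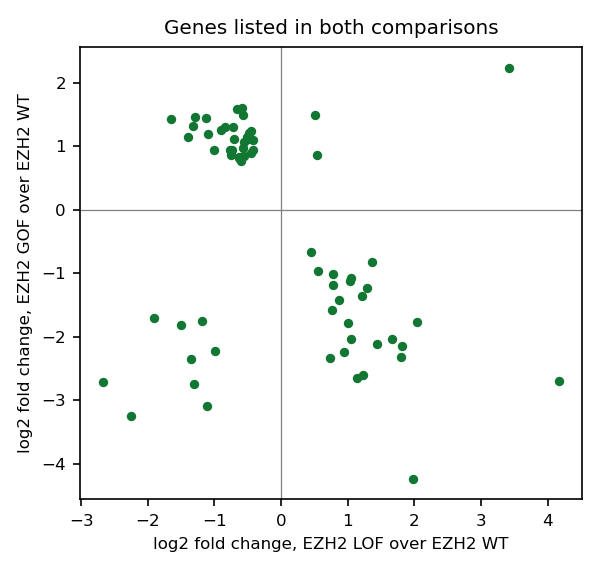
Log2 fold changes of the 66 genes in both tables, EZH2 LOF against EZH2 WT on the horizontal axis and EZH2 GOF against EZH2 WT on the vertical axis. Each point is a gene. Points in the upper left and lower right quadrants, 30 and 24, have opposite directions in the 2 comparisons.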

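MHC class II genes, which interferon gamma induces, were also higher in EZH2 LOF tumors. Ciita, the class II transactivator, rose 10.4-fold, from 17.8 ± 3.89 (SD, n = 3) to 185 ± 119 normalized counts (SD, n = 4). The class II genes H2-Ab1, H2-Aa and H2-Eb1 rose 7.39-fold, 7.69-fold and 12.7-fold, and the invariant chain gene Cd74 7.58-fold, from 186 ± 180.4 to 1411 ± 1077. Adjusted p from limma was 0.00668, 0.0257, 0.00977 and 0.0170 for these 4 genes in this order. The level differed widely within the group, with Cd74 at 2942 in EZH2 LOF replicate 13 and 478 in replicate 14. The GTPase gene Gbp4 rose from 12.2 ± 7.76 to 217 ± 240.0. Ifit1 stood at 119.6 ± 48.2 in EZH2 WT and 64.7 ± 28.9 in EZH2 LOF and did not pass the test (adjusted p = 0.161 from limma). Class II genes, Cd74, Gbp4 and Ifit1 were named after their values were seen. Of 87 interferon response genes, 0 are among the 294 genes of the GOF table, whose other genes were not analysed here.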

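Each EZH2 LOF tumor had more transcript of the inducible proteasome subunits than each EZH2 WT tumor. Psmb9 stood at 23.4, 15.5 and 32.1 normalized counts in EZH2 WT replicates 1, 2 and 3, and at 357, 146, 371 and 372 in EZH2 LOF replicates 13, 14, 15 and 16. In the same order Psmb8 stood at 129.7, 102 and 196 in EZH2 WT and at 797, 302, 665 and 722 in EZH2 LOF. Psmb10 stood at 121, 119 and 137 and at 445, 199, 205 and 260.0. Replicate 14 was the lowest EZH2 LOF tumor for all 3 genes. In the authors' deposited table, the DESeq2 log2 fold changes are 3.19 for Psmb9 (standard error 0.28), 1.87 for Psmb8 (0.26) and 1.00 for Psmb10 (0.22).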

Among the overrepresented genes in the interferon pathway were those from the immunoproteasome complex namely Psmb8 (LMP7), Psmb9 (LMP2), and Psmb10 (MECL-1). These proteasome genes are critical to the MHC Class-I related antigen processing pathway, located in the vicinity of the MHC class II genomic region and are highly regulated by interferon-γ treatment especially in non-immune cells [33]. 

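In mm10, Psmb9 lies on chromosome 17 from 34182098 to 34187330, Tap1 from 34187555 to 34197225, Psmb8 from 34198194 to 34201454 and Tap2 from 34204478 to 34216321. The class II genes H2-Ab1, H2-Aa and H2-Eb1 follow, from 34263226 to 34316674. Psmb10 lies apart from this region, on chromosome 8 from 105935727 to 105938392. All of these genes rose in EZH2 LOF tumors. In total 17 listed interferon and antigen presentation genes on chromosome 17 rose, from H2-K1 at 33996011 to H2-M3 at 37274485. Named after their values were seen, H2-M3, a nonclassical class I gene that presents formylated peptides, had a log2 fold change of 1.98 (standard error 0.41, adjusted p = 0.0140 from limma), and H2-T23, a ligand of natural killer cell receptors, 1.64 (0.43, adjusted p = 0.0317). H2-T22 and H2-T10 share 34.5% and 32.9% of their 50-base words with other genes.

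**Figure D5:**
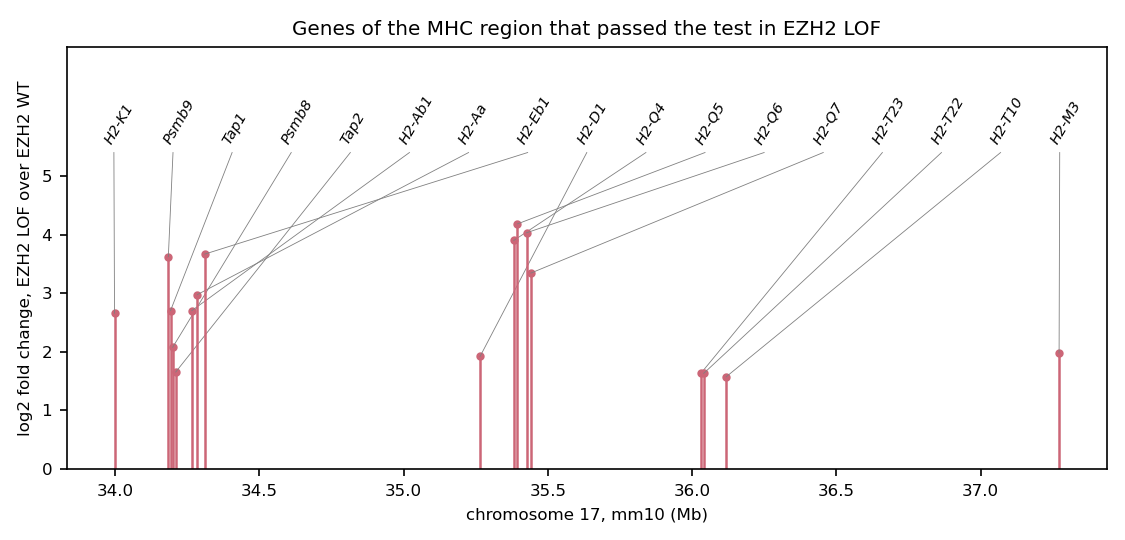
Map of chromosome 17 of mm10 from 34.0 to 37.3 Mb with the 17 interferon and antigen presentation genes that rose in EZH2 LOF tumors. The horizontal axis gives the position in Mb, and the vertical axis the log2 fold change of EZH2 LOF against EZH2 WT as a stem from 0. All 17 values lie above 0, between 1.58 and 4.18.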

Overexpression of immunoproteasomes is well documented in multiple myeloma, prostate and some forms of breast cancer, and is a poor prognostic marker; hence, there is an interest in targeting this pathway in the clinic [49]. In glioblastomas, Psmb8 (LMP7) inhibition decreased tumor angiogenesis and was designated as an independent unfavorable prognostic marker [8]. There are no previous reports of immunoproteasome expression in pediatric high-grade gliomas particularly in DMG. 

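Subunits of the constitutive proteasome were lower or did not pass the test in EZH2 LOF tumors. Of 10 listed genes of the constitutive proteasome, 5 fell, none rose and 5 did not pass the test (5 lower adjusted over the list alone, adjusted p = 0.0438 from Fisher's exact test). Psmb1, a beta subunit of the core particle, fell 1.53-fold, from 684 ± 82.0 (SD, n = 3) to 446 ± 70.9 normalized counts (SD, n = 4). Psmc6 and Psmd8 of the regulatory particle and Psma2 of the core fell 1.40-fold, 1.36-fold and 1.38-fold. Psmb5, the subunit that Psmb8 replaces, was named after its values were seen and stood at 33.7 ± 7.08 in EZH2 WT and 53.3 ± 12.7 in EZH2 LOF and did not pass the test (adjusted p = 0.171 from limma). The list could be tested in 1 of 7 leave-one-out fits, without EZH2 WT replicate 1, since fewer than 5 members passed in the others. It was written after the paper's Table S2 had been opened in part, so its p-value is not independent evidence. Leave-one-out fits end the calls of Psmb1 in 4 of 7, of Psma2 and Psmc6 in 5 of 7 and of Psmd8 in 6 of 7.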

Our results show high expression of Psmb9 in *Ezh2* deleted murine DMG tumors as well as in patient samples. However, a systematic study is needed to analyze if there is any correlation between expression of EZH2 and genes of the immunoproteasome pathway. In melanomas, the presence of these proteins indicates a favorable response to checkpoint blockade as they mark increased infiltration of patient-matched tumor infiltrating lymphocytes [20]. Currently there is a Phase I safety and efficacy study recruiting pediatric patients with DMG for a combination treatment of marizomib (brain penetrating proteasome inhibitor) and panobinostat (NCT04341311).

Our gain-of-function RNA-seq analysis identified an upregulated oxidative phosphorylation pathway, comprising of members of the isocitrate dehydrogenase family, the *Idh1/2/3* genes. 

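Isocitrate dehydrogenase genes have no value in the GOF comparison. Idh1, Idh2, Idh3a, Idh3b and Idh3g, which convert isocitrate to alpha-ketoglutarate in the cytosol or the mitochondria, are not among the 294 genes listed, nor is the complex I gene Ndufa9. Of the carbonic anhydrase family, Car8 and Car9 are listed, and were named after their values were seen. Car8 is a Purkinje cell gene and stood at 12551 ± 12093 (SD, n = 3) in EZH2 WT and 604 ± 245 normalized counts (SD, n = 4) in EZH2 GOF, and Car9, which hypoxia induces, at 70.2 ± 60.3 and 5.52 ± 3.62. Neither passed the test (adjusted p = 0.749 and 0.431 from limma). The members of the enriched gene set that lie outside the table were not analysed here.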

Wild-type isocitrate dehydrogenases (IDH1 and IDH2) catalyze the oxidative carboxylation of isocitrate to α-ketoglutarate. By acquiring a neomorphic enzymatic activity that results in a gain-of-function mutation, IDH1R132H, implicated in low grade gliomas, converts isocitrate to 2-hydroxy ketoglutarate (2-HG), an oncometabolite [6, 40], However, the more documented IDH^R132H^ is also predicted to act as a tumor suppressor in glioma by creating a synthetic lethal vulnerability to DNA damage inducing radiosensitization [35]. The fact that wild-type IDH1 is causally related to clinical cases of low-grade gliomas lends support to our own findings of its upregulation in the *Ezh2* gain-of-function ‘tumors’, presenting similar features. An earlier study has shown that knockdown of wild-type IDH1 triggers a set of tumor suppressor genes, including NDUFS1 (murine *Ndufa9),* which when mutated is implicated in low survival in certain cancers [7], and there is a report of high expression of WT-IDH1 in H3K27M tumors [9]. But we found a positive correlation between *Idh1* and *Ndufa9* in our *Ezh2* gain-of-function tumors.

In summary, our observations using *Ezh2* loss- and gain-of-function DMG mouse models suggest a ‘tumor suppressor’ role of EZH2 in DMG. These are further substantiated by the discovery of the transcriptional programs ensued upon genetic perturbation of *Ezh2*, namely elevated interferon gamma response in the loss-of-function and gain-of-function cohort and an augmented oxidative phosphorylation/mitochondrial metabolism signature in the gain-of-function genetic model. Further studies are warranted to understand the role of these pathways in DMG, including similar studies in other DMG model systems such as the recently described in utero model or using this same model but with PDGFA ligand overexpression instead of PDGFB [36]. Genome wide H3K27me3 distribution studies are planned in the future to better characterize how oxidative phosphorylation is regulated by EZH2, and to identify which genes are directly regulated by EZH2. Cautious support is recommended for translation of EZH2 inhibitors for the benefit of DMG patients.

## Conclusions

This study was aimed to understand the role of EZH2 in H3WT DMG. Though a few recent investigations suggest that EZH2 could play a pro-tumorigenic role in gliomas, specifically in DMG, the exact contribution of EZH2 in this disease is lacking partly due to the absence of appropriate in vivo mouse models. Using an *Ezh2* loss-and-gain-of-function approach in the RCAS-Tv/a system, this study shows that EZH2 could function as a potential tumor suppressor. Transcriptomic analysis revealed candidate gene signatures that support an aggravated disease phenotype visualized in *Ezh2*-deleted subjects, while the gain-of-function slowed disease progression. Therefore, a careful selection of patients is recommended when considering treatment using *Ezh2* inhibitors. Although further functional validation is warranted, this is the first study to elucidate the complex role of EZH2 in DMG.

## Supplementary Information

**Additional file 1.** Supplemental Figures & Tables.

**Additional file 2.** Y641F read counts of EZH2 GOF and control EZH2 WT RNAseq samples..

**Additional file 3.** List of significantly differentially expressed genes comparing EZH2 LOF vs. EZH2 WT in the context of PDGFB, and p53 loss.

**Additional file 4.** List of significantly differentially expressed genes comparing EZH2 GOF vs. EZH2 WT in the context of PDGFB and p53 shRNA.

**Additional file 5.** Ranking of significantly differentially enriched gene-sets by GSEA enriched in opposite directions in EZH2 GOF vs. EZH2 WT comparison and EZH2 LOF vs. EZH2 WT comparison.

**Additional file 6.** GSEA analysis of EZH2 LOF vs. EZH2 WT in the context of PDGFB, and p53 loss.

**Additional file 7.** GSEA analysis of EZH2 GOF vs. EZH2 WT in the context of PDGFB and p53 shRNA.

**Additional file 8.** Exon quantification of EZH2 and TP53 of RNAseq samples in the EZH2 LOF vs. EZH2 WT in the context of PDGFB and p53 loss.

## Data Availability

All data generated or analyzed in this manuscript are included in the article and its supplementary material. All request for data or supporting material may be sent to the corresponding author. Datasets generated from this publication have been deposited in the GEO (GSE188450).

## Abbreviations

Ezh2: Enhancer of zeste homolog 2
PRC2: Polycomb repressive complex 2
pHGG: Pediatric high-grade glioma
DMG: Diffuse midline glioma
Ntv-a: Nestin- Tva
RCAS: Replication competent avian sarcoma-leucosis
LTR: Long terminal repeat
TVA: Tumor virus A
PDGFB: Platelet-derived growth factor B
IHC: Immunohistochemistry
RNA-seq: RNA-sequencing
GSEA: Gene set enrichment analysis
i.p: Intraperitoneal
µM: Micromolar
NES: Normalized enrichment score
FDR: False discovery rate

## References

[1] Anders S, Pyl PT, Huber W (2015). HTSeq–a Python framework to work with high-throughput sequencing data. Bioinformatics.

[2] Anders S, Reyes A, Huber W (2012). Detecting differential usage of exons from RNA-seq data. Genome Res.

[3] Barton KL, Misuraca K, Cordero F, Dobrikova E, Min HD, Gromeier M, Kirsch DG, Becher OJ (2013). PD-0332991, a CDK4/6 inhibitor, significantly prolongs survival in a genetically engineered mouse model of brainstem glioma. PLoS ONE.

[4] Basheer F, Giotopoulos G, Meduri E, Yun H, Mazan M, Sasca D, Gallipoli P, Marando L, Gozdecka M, Asby R (2019). Contrasting requirements during disease evolution identify EZH2 as a therapeutic target in AML. J Exp Med.

[5] Bender S, Tang Y, Lindroth AM, Hovestadt V, Jones DT, Kool M, Zapatka M, Northcott PA, Sturm D, Wang W (2013). Reduced H3K27me3 and DNA hypomethylation are major drivers of gene expression in K27M mutant pediatric high-grade gliomas. Cancer Cell.

[6] Bhavya B, Anand CR, Madhusoodanan UK, Rajalakshmi P, Krishnakumar K, Easwer HV, Deepti AN, Gopala S (2020). To be Wild or Mutant: Role of Isocitrate Dehydrogenase 1 (IDH1) and 2-Hydroxy Glutarate (2-HG) in Gliomagenesis and Treatment Outcome in Glioma. Cell Mol Neurobiol.

[7] Calvert AE, Chalastanis A, Wu Y, Hurley LA, Kouri FM, Bi Y, Kachman M, May JL, Bartom E, Hua Y (2017). Cancer-associated IDH1 promotes growth and resistance to targeted therapies in the absence of mutation. Cell Rep.

[8] Chang HH, Cheng YC, Tsai WC, Chen Y (2020). PSMB8 inhibition decreases tumor angiogenesis in glioblastoma through vascular endothelial growth factor A reduction. Cancer Sci.

[9] Chung C, Sweha SR, Pratt D, Tamrazi B, Panwalkar P, Banda A, Bayliss J, Hawes D, Yang F, Lee HJ (2020). Integrated metabolic and epigenomic reprograming by H3K27M mutations in diffuse intrinsic pontine gliomas. Cancer Cell.

[10] Comet I, Riising EM, Leblanc B, Helin K (2016). Maintaining cell identity: PRC2-mediated regulation of transcription and cancer. Nat Rev Cancer.

[11] Cordero FJ, Huang Z, Grenier C, He X, Hu G, McLendon RE, Murphy SK, Hashizume R, Becher OJ (2017). Histone H3.3K27M represses p16 to accelerate gliomagenesis in a murine model of DIPG. Mol Cancer Res.

[12] de Vries NA, Hulsman D, Akhtar W, de Jong J, Miles DC, Blom M, van Tellingen O, Jonkers J, van Lohuizen M (2015). Prolonged Ezh2 depletion in glioblastoma causes a robust switch in cell fate resulting in tumor progression. Cell Rep.

[13] Di Croce L, Helin K (2013). Transcriptional regulation by Polycomb group proteins. Nat Struct Mol Biol.

[14] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[15] Ewels P, Magnusson M, Lundin S, Kaller M (2016). MultiQC: summarize analysis results for multiple tools and samples in a single report. Bioinformatics.

[16] Feinberg AP, Koldobskiy MA, Gondor A (2016). Epigenetic modulators, modifiers and mediators in cancer aetiology and progression. Nat Rev Genet.

[17] Fontebasso AM, Schwartzentruber J, Khuong-Quang DA, Liu XY, Sturm D, Korshunov A, Jones DT, Witt H, Kool M, Albrecht S (2013). Mutations in SETD2 and genes affecting histone H3K36 methylation target hemispheric high-grade gliomas. Acta Neuropathol.

[18] Haag D, Mack N, Benites Goncalves da Silva P, Statz B, Clark J, Tanabe K, Sharma T, Jager N, Jones DTW, Kawauchi D (2021). H3.3-K27M drives neural stem cell-specific gliomagenesis in a human iPSC-derived model. Cancer Cell.

[19] Holland EC, Hively WP, DePinho RA, Varmus HE (1998). A constitutively active epidermal growth factor receptor cooperates with disruption of G1 cell-cycle arrest pathways to induce glioma-like lesions in mice. Genes Dev.

[20] Kalaora S, Lee JS, Barnea E, Levy R, Greenberg P, Alon M, Yagel G, Bar Eli G, Oren R, Peri A (2020). Immunoproteasome expression is associated with better prognosis and response to checkpoint therapies in melanoma. Nat Commun.

[21] Karlowee V, Amatya VJ, Takayasu T, Takano M, Yonezawa U, Takeshima Y, Sugiyama K, Kurisu K, Yamasaki F (2019). Immunostaining of increased expression of enhancer of zeste homolog 2 (EZH2) in diffuse midline glioma H3K27M-mutant patients with poor survival. Pathobiology.

[22] Khuong-Quang DA, Buczkowicz P, Rakopoulos P, Liu XY, Fontebasso AM, Bouffet E, Bartels U, Albrecht S, Schwartzentruber J, Letourneau L (2012). K27M mutation in histone H3.3 defines clinically and biologically distinct subgroups of pediatric diffuse intrinsic pontine gliomas. Acta Neuropathol.

[23] Kim E, Kim M, Woo DH, Shin Y, Shin J, Chang N, Oh YT, Kim H, Rheey J, Nakano I (2013). Phosphorylation of EZH2 activates STAT3 signaling via STAT3 methylation and promotes tumorigenicity of glioblastoma stem-like cells. Cancer Cell.

[24] Kim KH, Roberts CW (2016). Targeting EZH2 in cancer. Nat Med.

[25] Knutson SK, Kawano S, Minoshima Y, Warholic NM, Huang KC, Xiao Y, Kadowaki T, Uesugi M, Kuznetsov G, Kumar N (2014). Selective inhibition of EZH2 by EPZ-6438 leads to potent antitumor activity in EZH2-mutant non-Hodgkin lymphoma. Mol Cancer Ther.

[26] Knutson SK, Warholic NM, Wigle TJ, Klaus CR, Allain CJ, Raimondi A, Porter Scott M, Chesworth R, Moyer MP, Copeland RA (2013). Durable tumor regression in genetically altered malignant rhabdoid tumors by inhibition of methyltransferase EZH2. Proc Natl Acad Sci U S A.

[27] Lewis PW, Muller MM, Koletsky MS, Cordero F, Lin S, Banaszynski LA, Garcia BA, Muir TW, Becher OJ, Allis CD (2013). Inhibition of PRC2 activity by a gain-of-function H3 mutation found in pediatric glioblastoma. Science.

[28] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[29] Mackay A, Burford A, Carvalho D, Izquierdo E, Fazal-Salom J, Taylor KR, Bjerke L, Clarke M, Vinci M, Nandhabalan M (2017). Integrated molecular meta-analysis of 1,000 Pediatric high-grade and diffuse intrinsic pontine glioma. Cancer Cell.

[30] Misuraca KL, Barton KL, Chung A, Diaz AK, Conway SJ, Corcoran DL, Baker SJ, Becher OJ (2014). Pax3 expression enhances PDGF-B-induced brainstem gliomagenesis and characterizes a subset of brainstem glioma. Acta Neuropathol Commun.

[31] Mittapalli RK, Chung AH, Parrish KE, Crabtree D, Halvorson KG, Hu G, Elmquist WF, Becher OJ (2016). ABCG2 and ABCB1 limit the efficacy of dasatinib in a PDGF-B-driven brainstem glioma model. Mol Cancer Ther.

[32] Mohammad F, Weissmann S, Leblanc B, Pandey DP, Hojfeldt JW, Comet I, Zheng C, Johansen JV, Rapin N, Porse BT (2017). EZH2 is a potential therapeutic target for H3K27M-mutant pediatric gliomas. Nat Med.

[33] Murata S, Takahama Y, Kasahara M, Tanaka K (2018). The immunoproteasome and thymoproteasome: functions, evolution and human disease. Nat Immunol.

[34] Neff T, Sinha AU, Kluk MJ, Zhu N, Khattab MH, Stein L, Xie H, Orkin SH, Armstrong SA (2012). Polycomb repressive complex 2 is required for MLL-AF9 leukemia. Proc Natl Acad Sci U S A.

[35] Nunez FJ, Mendez FM, Kadiyala P, Alghamri MS, Savelieff MG, Garcia-Fabiani MB, Haase S, Koschmann C, Calinescu AA, Kamran N (2019). IDH1-R132H acts as a tumor suppressor in glioma via epigenetic up-regulation of the DNA damage response. Sci Transl Med.

[36] Patel SK, Hartley RM, Wei X, Furnish R, Escobar-Riquelme F, Bear H, Choi K, Fuller C, Phoenix TN (2020). Generation of diffuse intrinsic pontine glioma mouse models by brainstem-targeted in utero electroporation. Neuro Oncol.

[37] Pfaff E, El Damaty A, Balasubramanian GP, Blattner-Johnson M, Worst BC, Stark S, Witt H, Pajtler KW, van Tilburg CM, Witt R (2019). Brainstem biopsy in pediatric diffuse intrinsic pontine glioma in the era of precision medicine: the INFORM study experience. Eur J Cancer.

[38] Phillips RE, Soshnev AA, Allis CD (2020). Epigenomic reprogramming as a driver of malignant glioma. Cancer Cell.

[39] Piunti A, Hashizume R, Morgan MA, Bartom ET, Horbinski CM, Marshall SA, Rendleman EJ, Ma Q, Takahashi YH, Woodfin AR (2017). Therapeutic targeting of polycomb and BET bromodomain proteins in diffuse intrinsic pontine gliomas. Nat Med.

[40] Reitman ZJ, Parsons DW, Yan H (2010). IDH1 and IDH2: not your typical oncogenes. Cancer Cell.

[41] Sasaki T, Katagi H, Goldman S, Becher OJ, Hashizume R (2020). Convection-enhanced delivery of enhancer of zeste homolog-2 (EZH2) inhibitor for the treatment of diffuse intrinsic pontine glioma. Neurosurgery.

[42] Shen H, Yu M, Tsoli M, Chang C, Joshi S, Liu J, Ryall S, Chornenkyy Y, Siddaway R, Hawkins C (2020). Targeting reduced mitochondrial DNA quantity as a therapeutic approach in pediatric high-grade gliomas. Neuro Oncol.

[43] Shen X, Liu Y, Hsu YJ, Fujiwara Y, Kim J, Mao X, Yuan GC, Orkin SH (2008). EZH1 mediates methylation on histone H3 lysine 27 and complements EZH2 in maintaining stem cell identity and executing pluripotency. Mol Cell.

[44] Skoda RC, Schwaller J (2019). Dual roles of EZH2 in acute myeloid leukemia. J Exp Med.

[45] Souroullas GP, Jeck WR, Parker JS, Simon JM, Liu JY, Paulk J, Xiong J, Clark KS, Fedoriw Y, Qi J (2016). An oncogenic Ezh2 mutation induces tumors through global redistribution of histone 3 lysine 27 trimethylation. Nat Med.

[46] Wiese M, Schill F, Sturm D, Pfister S, Hulleman E, Johnsen SA, Kramm CM (2016). No Significant Cytotoxic Effect of the EZH2 Inhibitor Tazemetostat (EPZ-6438) on Pediatric Glioma Cells with Wildtype Histone 3 or Mutated Histone 3.3. Klin Padiatr.

[47] Wu G, Broniscer A, McEachron TA, Lu C, Paugh BS, Becksfort J, Qu C, Ding L, Huether R, Parker M (2012). Somatic histone H3 alterations in pediatric diffuse intrinsic pontine gliomas and non-brainstem glioblastomas. Nat Genet.

[48] Xu K, Wu ZJ, Groner AC, He HH, Cai C, Lis RT, Wu X, Stack EC, Loda M, Liu T (2012). EZH2 oncogenic activity in castration-resistant prostate cancer cells is Polycomb-independent. Science.

[49] Zerfas BL, Maresh ME, Trader DJ (2020). The Immunoproteasome: an emerging target in cancer and autoimmune and neurological disorders. J Med Chem.

[50] Zhang P, de Gooijer MC, Buil LC, Beijnen JH, Li G, van Tellingen O (2015). ABCB1 and ABCG2 restrict the brain penetration of a panel of novel EZH2-Inhibitors. Int J Cancer.

[51] Zhang Y, Dong W, Zhu J, Wang L, Wu X, Shan H (2017). Combination of EZH2 inhibitor and BET inhibitor for treatment of diffuse intrinsic pontine glioma. Cell Biosci.

[52] Zhou Y, Zhou B, Pache L, Chang M, Khodabakhshi AH, Tanaseichuk O, Benner C, Chanda SK (2019). Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. Nat Commun.

# Supplementary material for: A tumor suppressor role for EZH2 in diffuse midline glioma pathogenesis
**Source:** Acta Neuropathol Commun. 2022 Apr 8;10:47. doi: 10.1186/s40478-022-01336-5
**Supplement:** Supplementary file 1 — Additional file 1. Supplemental Figures & Tables.

**Additional File 1**

Supplemental Figure 1a: Tumor incidence comparison between Ntv-a; Ezh2^fl/fl^ (RCAS-Y) and Ntv-a; Ezh2^f/f^ (RCAS-CRE)

Supplemental Figure 1b: Ezh2 Exon 14-15 deletion PCR of FFPE samples and p3 neurospheres

Supplemental Figure 2a: Representative IHC for Olig2 and GFAP of EZH2 WT and EZH2 GOF tumor samples

Supplementary Table 1: Antibodies for western blot and IHC

Supplementary Table 2: Primers for Real Time PCR validation

Figure S1a

**Tumor incidence**

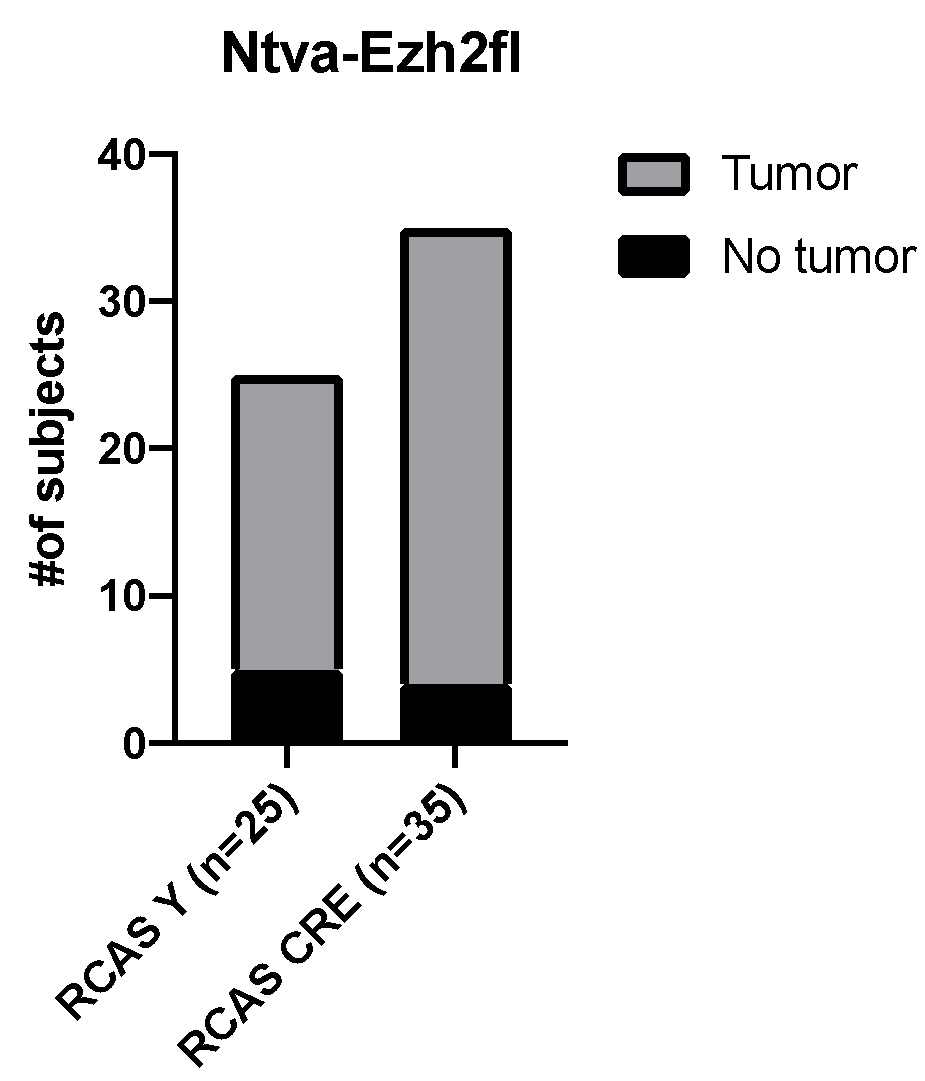

Figure S1b

**Ezh2 exon 14-15 deletion PCR**

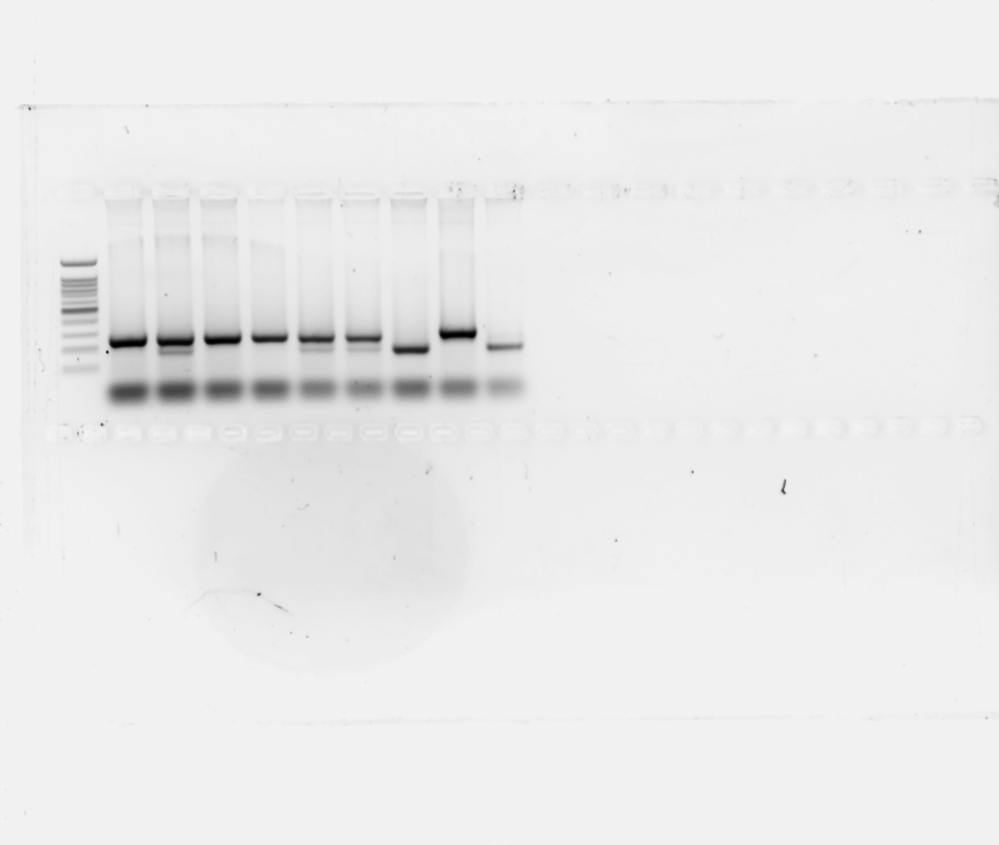

**FFPE**

300

200

**Ezh2^f/f^**

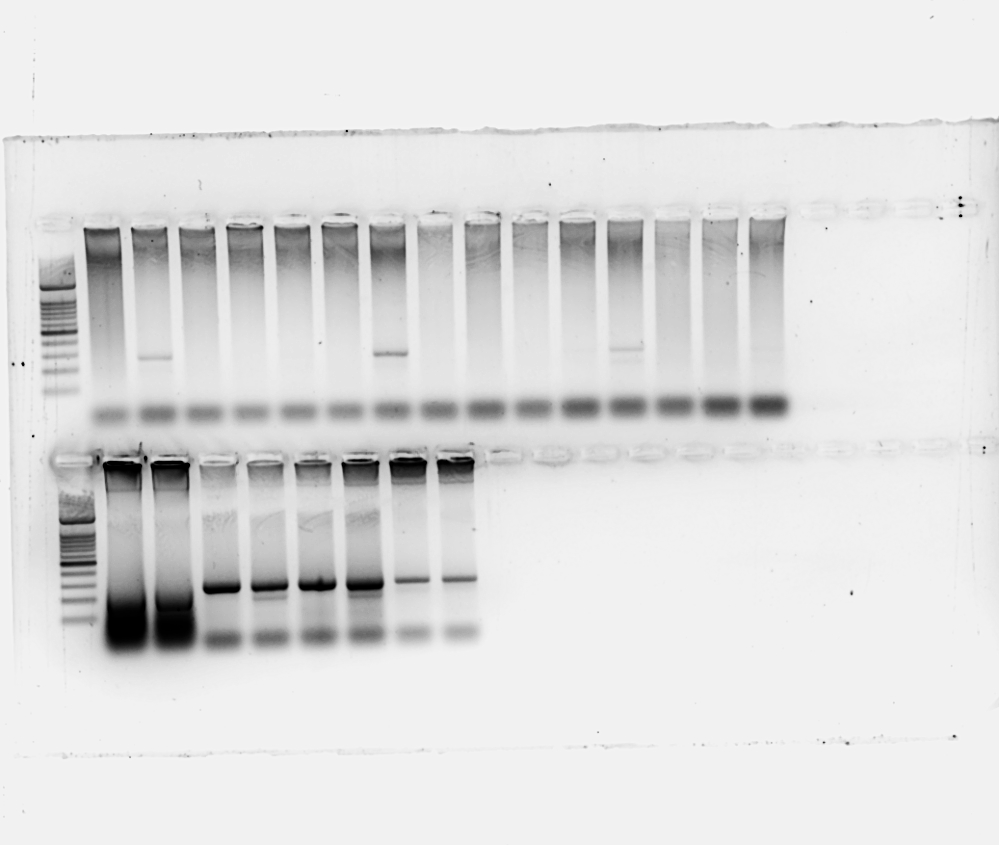

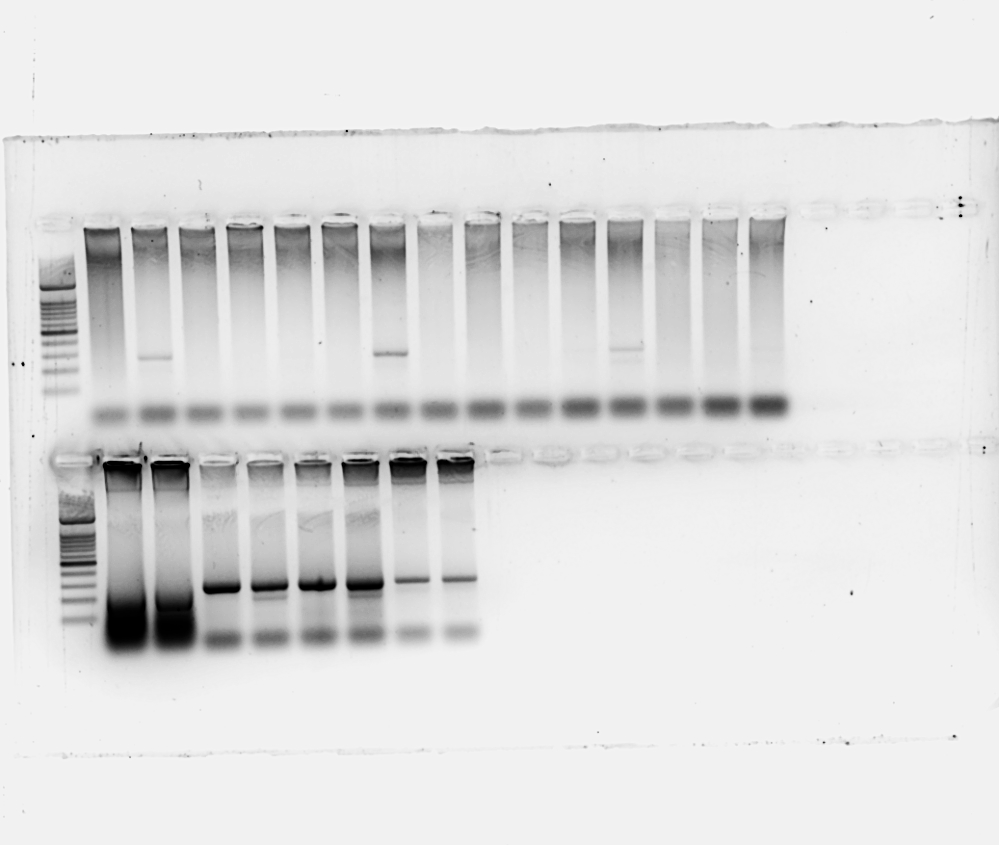

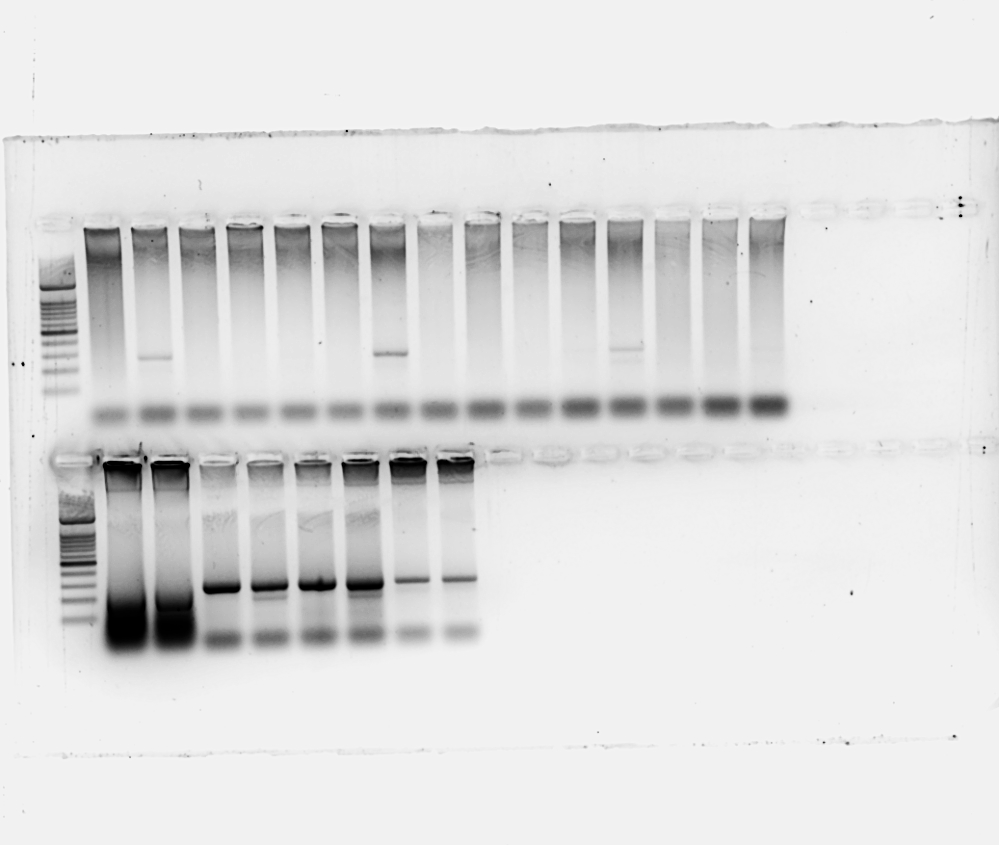

300

200

**Ezh2^fl/fl^**

**P3 Neurospheres**

**Ezh2^fl/fl^**

**Ezh2^f/f^**

Figure S1a. Tumor incidence comparison between Ntv-a;*Ezh2*^fl/fl^ (RCAS-Y) and Ntv-a;*Ezh2*^fl/fl^ (RCAS-CRE). S1b. Ezh2 exon 14-15 deletion PCR[1] in Formalin Fixed Paraffin Embedded (FFPE) sections and in P3 cultured neurosphere cells showing the incomplete deletion of exon-14-15.

Figure S2a

**Ezh2 WT**                                    **Ezh2 GOF**

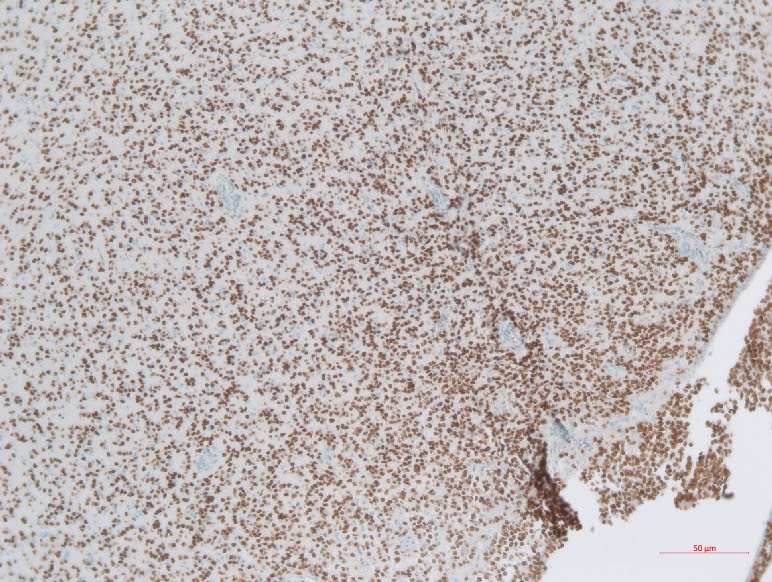

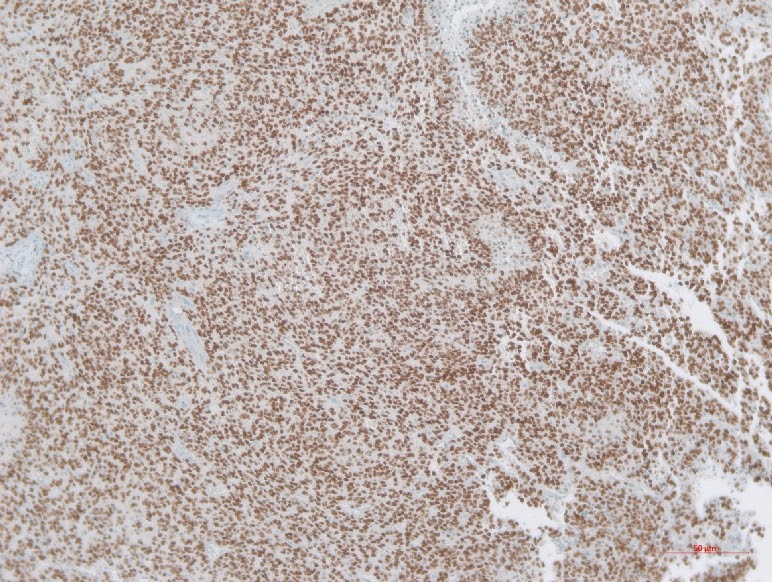
**Olig-2**

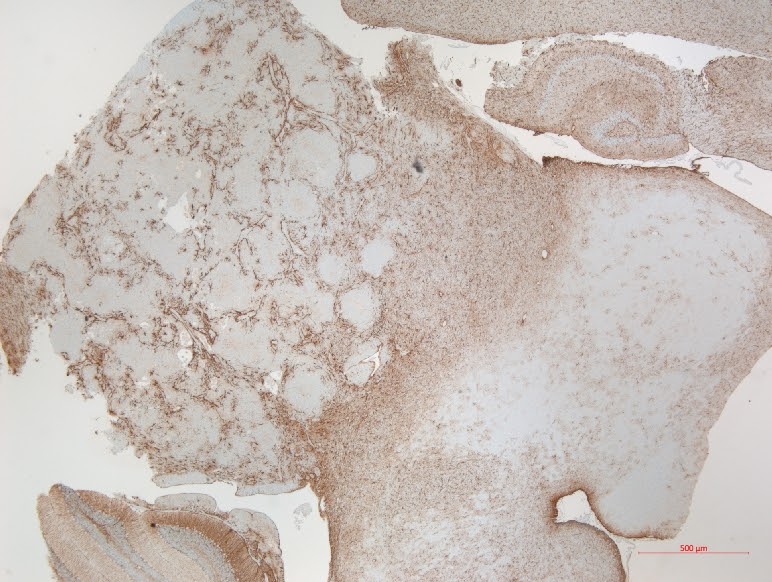

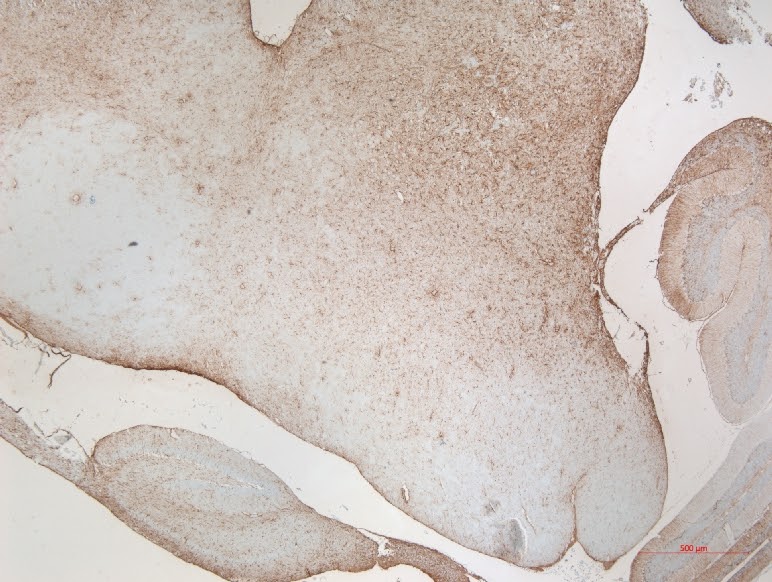
**GFAP**

Figure S2a. Representative IHC images depicting Olig2 and GFAP staining in EZH2 WT and Ezh2 GOF tumor samples. Scale bars are 50µm

**Supplementary Table 1 Antibodies for western blot and IHC**

| **Antibody** | **Company** |
| --- | --- |
| Anti-Tri-Methyl-Histone H3 (Lys27) | Cell Signaling Technology (#9733) |
| Anti-histone H3 | Abcam (ab1791) |
| Anti-KMT6 / EZH2 | Abcam (ab191080) |
| Anti-Lamin B1 antibody nuclear envelope marker | Abcam (ab16048) |
| Anti-Proteasome 20S LMP2 | Abcam (ab242061) |
| Anti-Proteasome 20S LMP7 | Abcam (ab 180606) |
| Anti-Psmb10/MECL1 | Abcam (ab183506) |
| Anti-IDH1 | Abcam (ab172964) |
| Anti-Beta actin | Cell Signaling Technology (#3700) |
| Anti-Ki-67 | Abcam (Ab16667) |
| Anti-Histone H3 (mutated K27M) | Abcam (ab190631) |
| Anti-GFAP | Dako (Z 0334) |
| Anti-Olig2 | Millipore (AB9610) |
| Anti-Nestin | BD Pharmigen (#556309) |

**Supplementary Table 2 Primers for real time PCR validation**

**Ezh2 loss of function**

**Ezh2 Gain of function**

**References**

1 Neff T, Sinha AU, Kluk MJ, Zhu N, Khattab MH, Stein L, Xie H, Orkin SH, Armstrong SA (2012) Polycomb repressive complex 2 is required for MLL-AF9 leukemia. Proc Natl Acad Sci U S A 109: 5028-5033 Doi 10.1073/pnas.1202258109

How the deposited data were processed for this re-analysis (not part of the article)

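RNA was sequenced from 14 tumors of the mouse brainstem, in 2 experiments that the authors processed apart. The loss-of-function experiment compared 3 EZH2 WT with 4 EZH2 LOF tumors, and the gain-of-function experiment 3 EZH2 WT with 4 EZH2 GOF tumors. Groups and replicate numbers were taken from the sample labels and the paper. By the paper's methods and the submitters' processing notes, reads were checked with FastQC, trimmed with Trim Galore, aligned to mm10 with STAR, counted per gene with HTSeq and tested with DESeq2. Versions of these tools are not given in the sources used here.

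The authors deposited a table for each experiment that holds only genes they called at an FDR under 0.05. Its signal values are gene counts that the authors divided by a size factor for each library. The authors' log2 fold changes with their standard errors, their Wald score and their p-values, raw and as FDR, come from their DESeq2 fit. The Wald score equals the fold change over its standard error, and the deposited p-values were adjusted over all genes they tested. This number, 13391 in the loss-of-function and 16173 in the gain-of-function experiment, was read from the deposited raw and adjusted p-values. By its ranks, the first table leaves out 29 called genes and the second 10, which were not analysed here. In the loss-of-function table, 3551 of 3553 lines have a gene identifier that occurs in GENCODE M21, the annotation of mm10 used here, and 81 of these lines give another symbol. The symbols of the table were kept. The paper's Table S2 was held here in part, with 1726 of 3553 lines.

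Each library's values were whole multiples of 1 step, which is the inverse of its size factor, for 100% of the genes within a tolerance of 0.001 reads. A coded check of the files covers 5 of the 14 libraries, and for the others the whole reads rest on the step found here. The recovered reads gave relative depth and inputs for count tests. Reads in the listed genes are part of a library and are not its depth. Pairs of replicates differed by more than counting error, so no library was counted as a repeat of another.

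Groups were compared with limma (version 3.58.1, R 4.3.3) on log2(value + 1), with a moderated variance that follows the mean, two-sided. Benjamini-Hochberg adjustment counted as many genes as the authors had tested, and genes outside a table counted with a p of 1. A call is an adjusted p under 0.05. For 34 gene lists, written before the deposited files were opened but after the paper's Tables S2 and S3 had been, members that passed were counted in each direction, also with p-values adjusted over the list alone. Where at least 5 members passed, higher against lower was compared with all other passing genes by a two-sided Fisher's exact test, adjusted over the 16 lists tested. Genes of a list are not independent replicates, so p-values of this test do not measure the spread between tumors. The lists cover the immunoproteasome and MHC class I antigen processing, the interferon response, the constitutive proteasome, oxidative phosphorylation, mitochondrially encoded genes, the citrate cycle, glycolysis, E2F targets and G2/M genes, PRC2 and PRC1 subunits (with 2 demethylases and 2 further Polycomb genes that are not subunits), imprinted genes, developmental transcription factors, oncofetal genes and the p53 pathway. They also cover cells of the brain and of other tissues (oligodendrocyte precursors, mature oligodendrocytes, astrocytes, Purkinje and granule cells, other neurons, microglia, lymphocytes, endothelial and mural cells, ependymal cells, skeletal muscle and red blood cells). Further lists hold extracellular matrix, lysosome and vesicle transport, cholesterol synthesis, hypoxia, immediate early, sex-linked, myc target and cytosolic ribosomal genes and the clustered histone genes, the last 2 found by name patterns. Genes in these tables were selected on the same comparison, so directions within them are described and enrichment against all expressed genes was not computed.

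Genes named in the text are those that the paper names for these experiments, the 10 largest rises and falls among passing genes whose groups do not overlap, and up to 4 passing members of each list with the smallest p. Some items that this rule or the paper's tables would bring in are not reported here. Since those tables hold the authors' called genes, the values count as seen, for this rule as well. Other genes named in the text were chosen after their values were seen. Reads that fit more than 1 gene were gauged by the share of a gene's 50-base words that occur in other genes of the annotation.

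Reads over Ezh2 exons and over the Y641F site are the paper's counts from its Tables S7 and S1. Intervals are exact (Clopper-Pearson) at 95%, and a count of 0 was given the upper limit of 3 counts. Group shares were compared by exact permutation over 35 splits.

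Alternatives set before the deposited files were opened were pseudocounts of 0.5 and 5, a mean of at least 50, adjustment over the table alone, the authors' p-values, limma's array weights, edgeR (4.0.16) and DESeq2 (1.42.0) on the recovered reads, a replicate block in the gain-of-function experiment, and leaving out each library. On simulated data with the means, size factors and dispersions of the recovered reads, the limma test recovered 58% of 100 genes changed by 1 and 93% of 100 genes changed by 2 on the log2 scale in the loss-of-function experiment, and called 2 of 3333 unchanged genes. In the gain-of-function experiment it recovered 0% and 1% and DESeq2 5% and 43%. Tables and figures were made with python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. GSEA and Metascape were not rerun, since they need all expressed genes.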

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

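Chosen after the results had been seen were the tests of haplotype, shared reads, microglia or macrophages, cerebellar tissue, depth and counted share, the comparison over all 294 listed genes, and the Polycomb list without members that are not subunits.

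Interferon and antigen presentation genes were higher in EZH2 LOF tumors. The tables argue against another MHC haplotype in 1 of the mouse lines as the whole cause, since 24 of 25 passing interferon genes off chromosome 17 were higher (96%, exact 95% interval 79.6% to 99.9%) against 50.3% of 2106 other passing genes. The tables also argue against more microglia or macrophages, since all 5 listed genes of these cells had lower values and 4 fell. Among these, Spp1 stood at 422 ± 89.9 (SD, n = 3) and 56.9 ± 21.2 (SD, n = 4), while Itgam shares 66.3% of its 50-base words with other genes. The tables argue against low depth too. The median log2 fold change of 44 passing genes was 2.51 without EZH2 LOF replicates 13 and 14 and 2.44 with them. Of the 17 genes on chromosome 17, 8 rose with under 1% of their 50-base words in other annotated genes. For these 8 this argues against exact reads shared with such genes as the cause. Words of the reference do not cover reads with mismatches or other alleles. Shared reads for the other 9, and another haplotype for all 17, cannot be told apart from loss of Ezh2, as no sample separates haplotype from genotype, and the difference in parents stays open for all genes, untested.

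In the GOF table, 24 granule and Purkinje cell genes have lower values in EZH2 GOF tumors, of which 4 passed the test, and the paper does not discuss them. On lists written after Table S3 had been opened, direction over all 294 listed genes gave p = 0.0273 for the 16 granule cell genes and p = 0.205 for the 8 Purkinje cell genes (Fisher's exact test), and the adjusted p of the granule cell genes, 0.0545, does not pass. The low depth of EZH2 WT replicate 1 is not the cause, since the median log2 fold change of the 24 genes was -4.32 without it and -3.74 with it. This library stands apart from EZH2 WT replicates 2 and 3, with Gabra6 at 85.4 against 3111 and 7125 and Car8 at 619 against 12235 and 24799, but Eomes at 309 against 125 and 165 (genes named after their values were seen). Cerebellar tissue in the EZH2 WT samples stays open: all 16 granule cell genes were higher in EZH2 WT replicate 3 than in replicate 2, by a median log2 ratio of 0.69 (0.306 to 1.33, SD 0.310, above a counting error of 0.0708), but 1 pair of tumors cannot decide this and no sample has a known cerebellar content, so such tissue and a difference within tumor cells cannot be told apart, and Ezh2 Y641F itself was not tested apart from tissue content.

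Noncoding RNA genes were mostly higher in EZH2 LOF tumors, with 54 higher and 1 lower of 82 listed, against 1048 higher and 1047 lower among the other genes (p = 3.30e-15, Fisher's exact test). Their biotype was chosen as a group after the values were seen. The log2 share of aligned reads counted in genes differed by -2.19 in EZH2 LOF. As the cause, this lower share would need a slope of -0.675 of log2 level on log2 share, which is that between the groups. The slope within EZH2 LOF was -0.0288 over the 54 genes (-0.0380 to 0.0101 leaving out each tumor). These genes passed a test that favors little spread within a group, so a flat slope was likely beforehand and cannot decide. Examples, chosen after their values were seen, are Miat (161 ± 30.7 in EZH2 WT, 672 ± 90.4 in EZH2 LOF), Firre (122 ± 9.61, 307 ± 30.6) and the imprinted Kcnq1ot1 (696 ± 99.3, 1704 ± 154). The loss of Ezh2, the difference in parents and the lower share of counted reads all stay open, and other technical explanations were not tested.

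Further groups that the paper does not discuss moved in EZH2 LOF tumors, on lists written after the paper's Table S2 had been opened in part. Lysosome and vesicle transport genes had 21 lower and 1 higher of 31 listed, developmental transcription factors 22 higher, oncofetal genes 7 higher, mature oligodendrocyte genes 7 lower and constitutive proteasome genes 5 lower. The EZH2 LOF PRC2 and PRC1 subunits had 6 higher and none lower of 15 listed (7 adjusted over the list alone, adjusted p = 0.0456 from Fisher's exact test), which is lost without EZH2 LOF replicate 13 (adjusted p = 0.0877) or EZH2 WT replicate 3 (0.0541) and could be tested in none of the other 5 leave-one-out fits. This list also holds genes that are not subunits, such as the demethylase gene Kdm6b, and without these it had 5 higher of 12 listed, which does not pass (adjusted p = 0.0911 from Fisher's exact test).

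Single tumors stood apart within the EZH2 LOF group for 3 of 110 named genes tested, where chance gives about 1 in 20, and for 0 of 11 in EZH2 GOF. For Psmb9, replicate 14 was the lowest, by 0.957 of the range of the 4 tumors. For Idh3b, replicate 13 was the lowest, by 0.871 of the range. For Eif3j2, replicate 14 held the only value above 0, a ratio of 1.

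Chance cannot be tested by other splits of the libraries, since the authors listed the genes for the real split. It gave 2150 passing genes in the loss-of-function experiment, with 34 as the highest of the other splits, and 12 in the gain-of-function experiment, with 3 as the highest other. In each, 1 of 35 splits, the real one, gave as many.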

How the results depend on the processing

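Leaving out EZH2 LOF replicates 13 and 14 together and using the exons numbered 14 and 15 were chosen after results had been seen. In the loss-of-function experiment, 1102 genes were higher and 1048 lower, and pseudocounts, edgeR, DESeq2, array weights and the filter on means stayed within 1.5 times of these. Adjusted over the table alone there were 1694 and 1790, and by the authors' p-values 1727 and 1806. Leaving out each library gave 458 to 1048 higher and 357 to 876 lower, the fewest without EZH2 WT replicate 2, with 541 and 416 without EZH2 LOF replicate 16, 641 and 584 without 15, 642 lower without 14, 591 lower without 13 and 662 lower without EZH2 WT replicate 1. Without EZH2 LOF replicates 13 and 14 there were 182 and 89. Of 16 lists tested, 11 differed in direction; leaving out each library gave 6 to 10, with 7 without EZH2 LOF replicate 13, 14, 15 or 16 and 6 without EZH2 WT replicate 2, and 2 without replicates 13 and 14, where the cell cycle, oxidative phosphorylation and lysosome lists had too few passing members to be tested. Interferon and immunoproteasome genes kept their direction and their call in all settings. The oncofetal and developmental factor lists had adjusted p of 0.211 and 0.0654 without replicates 13 and 14, and the EZH2 LOF mature oligodendrocyte genes 0.0853 at a mean of at least 50. Lists without a call changed side. EZH2 LOF extracellular matrix genes (adjusted p = 0.473) had 0.839 with array weights and 0.261 to 0.863 when leaving out each library. EZH2 LOF cytosolic ribosomal protein genes (1) had 0.697 over the table alone, 0.715 with array weights, 0.815 by the authors' p-values, 1 at a mean of at least 50 and 0.0343 to 1 when leaving out each library, the lowest without EZH2 WT replicate 1. The cause was not tested.

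In the gain-of-function experiment, 0 genes were higher and 12 lower by limma. DESeq2 gave 26 and 162, array weights 17 and 99, the table alone 67 and 226 and the authors' p-values 67 and 227. Lower genes were 4 by edgeR, 3 at a mean of at least 50 and 3 at a pseudocount of 0.5, and 0 to 23 when leaving out each library, 23 without EZH2 WT replicate 1 (11 of the 12 among them) and 0 without any other. No source used here says that replicate numbers pair these samples. Deviations of same-numbered samples correlate at -0.068, -0.183 and 0.0064, and not every sample correlates best with its own number. Such correlations, over genes selected on this comparison, cannot exclude a shared litter or day. With a replicate block there were 7 higher and 57 lower. The cause was not tested. DESeq2, edgeR and the block called 12, 4 and 12 of the 12 genes. Over genes in both tables, 54 of 66 had opposite directions and 0 passed in both.

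For floxed exon reads, leaving out each library gave -7.93 to -6.50 percentage points for the pair picked out by its counts. No test is given for this pair, since it would restate the difference that picked it out. The exons numbered 14 and 15 in Table S7 gave 4.73 points (exact permutation p = 0.143). Of the results for named genes and lists, edgeR ended 8 calls, a pseudocount of 0.5 ended 9, a mean of at least 50 ended 14, and leaving out EZH2 LOF replicates 13 and 14 ended 66 with 48 kept. Depth limits low genes most in EZH2 LOF replicate 13 and in EZH2 WT replicate 1 of the gain-of-function experiment, where 1 read is worth 10.7 normalized counts.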

Differences from the paper's values

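The paper reports 3553 differentially expressed genes in EZH2 LOF tumors, 1740 higher and 1813 lower, at an FDR under 0.05. The table gives these as lines, on which some genes repeat, and limma at the same threshold gave 2150, 1102 and 1048 genes. Of the alternatives set before the deposited files were opened, DESeq2 (2771, 1370 and 1401), array weights (2759, 1430 and 1329), adjustment over the table alone (1694 higher and 1790 lower) and the authors' p-values (1727 and 1806) come within 1.5 times of the paper's counts. edgeR (1130 higher and 1125 lower), pseudocounts of 0.5 and 5, a mean of at least 50 and leaving out each library do not in all 3.

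For EZH2 GOF tumors the paper reports 294 genes, 67 higher and 227 lower, and limma gave 12, 0 and 12. At an unadjusted p under 0.05 there were 67 higher and 226 lower, edgeR gave 0 and 4, and DESeq2 gave 26 and 162. Adjustment over the table alone (293 genes, 67 and 226) and the authors' p-values (294, 67 and 227) come within 1.5 times of the paper's counts, as does DESeq2 for the lower genes. Other alternatives set before the deposited files were opened do not.

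The paper's table gives Psmb9 a log2 fold change of 3.19 (standard error 0.276), and limma gave 3.62. The authors' p-values setting (3.19), a pseudocount of 5 (3.41) and leaving out EZH2 LOF replicate 13 (3.52), 15 (3.51) or 16 (3.51) or EZH2 WT replicate 2 (3.36) fall within the larger error. DESeq2 (3.73), edgeR (3.73), array weights (3.94), a pseudocount of 0.5 (3.65), the filter on means, adjustment over the table alone and leaving out EZH2 LOF replicate 14 (3.95) or EZH2 WT replicate 1 (3.64) or 3 (3.86) do not.

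The paper states that an interferon gamma program rose in both models. In EZH2 LOF tumors 27 of the 42 interferon response genes that stand in the table rose. Of all 87 genes of this list, 0 stand in the GOF table, which holds 294 of 16173 tested genes. GSEA ranks all expressed genes, so this absence does not speak against the paper's statement. The paper also names the Idh1, Idh2 and Idh3 genes as members of the pathway raised in EZH2 GOF tumors. None of these is listed in the GOF table, while the paper reports Idh1 as modestly higher by qRT-PCR and immunoblot.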

Other observations

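Biotypes of genes and the comparison over all listed genes were chosen after the data were seen, and the lists described here were written after the paper's Tables S2 and S3 had been opened. EZH2 LOF tumors had less transcript of endolysosomal proteins. Of 31 listed lysosome and vesicle transport genes, 21 fell, 1 rose and 9 did not pass (28 lower and 1 higher adjusted over the list alone, adjusted p = 1.34e-05 from Fisher's exact test), and without EZH2 LOF replicates 13 and 14 together 1 rose and 1 fell, too few to test. Npc1, which exports cholesterol from lysosomes, fell 2.24-fold from 1372 ± 503 (SD, n = 3) to 612 ± 47.0 (SD, n = 4), the membrane protein gene Lamp1 1.99-fold and the early endosome GTPase gene Rab5a 1.71-fold, while the V-ATPase gene Atp6v0c rose 13.8-fold from 10.7 ± 2.80 to 148 ± 21.5. Mature oligodendrocyte genes fell in 7 of 10 listed (10 adjusted over the list alone, adjusted p = 0.0148 from Fisher's exact test, tested in 1 of 7 leave-one-out fits, with fewer than 5 passing in the others), with the lipocalin gene Apod 6.19-fold lower, from 942 ± 461 to 152 ± 14.7, Mal lower by 1.63 on the log2 scale and the protease gene Klk6 at 20.5 ± 2.52 and 2.95 ± 2.28, Mal and Klk6 losing their calls in 3 and 4 of 7 leave-one-out fits. The transferrin gene Trf was 2.71-fold lower but shares 59.4% of its 50-base words with other genes. Of 7 oligodendrocyte precursor genes, Olig2 fell 1.65-fold, Lhfpl3 2.32-fold, Nkx2-2 rose 1.82-fold and 4 did not pass (2 lower and 1 higher adjusted over the list alone), the calls of Lhfpl3 and Nkx2-2 being lost in 3 and 2 of 7 leave-one-out fits. Of 8 astrocyte genes 3 fell (Acsbg1, Clu and Slc1a3) and 1 rose (Fgfr3), with 6 lower and 1 higher adjusted over the list alone, the calls of Slc1a3 and Fgfr3 being lost in 6 and 3 of 7 leave-one-out fits. Of the 5 microglia and macrophage genes, Fcrls fell 5.03-fold and Itgam 2.72-fold (4 lower adjusted over the list alone). The call of Itgam is lost in 5 of 7 leave-one-out fits, and this gene shares 66.3% of its 50-base words with other genes.

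Polycomb, imprinted and matrix genes also moved in EZH2 LOF tumors. Phf1, an accessory subunit of PRC2, rose 2.38-fold from 36.1 ± 2.97 to 85.8 ± 6.50, Pcgf2 of PRC1 2.35-fold, E130012A19Rik, the gene of the PRC2-associated protein Epop, 3.67-fold, and the demethylase gene Kdm6b, which is not a subunit, 2.37-fold, in a call lost in 3 of 7 leave-one-out fits. Of 21 imprinted genes 12 rose and 5 fell (13 and 5 adjusted over the list alone, adjusted p = 0.192 from Fisher's exact test), with H19 8.40-fold higher, from 32.0 ± 6.23 to 269 ± 85.9, and Ndn and Peg10 higher by 1.84 and 1.36 on the log2 scale. Of 20 extracellular matrix genes 6 rose and 9 fell (8 and 9 adjusted over the list alone, adjusted p = 0.473). The cartilage collagen genes Col2a1 and Col11a2 rose 14.9-fold and 6.07-fold, Col2a1 from 47.9 ± 3.13 to 713 ± 126, and the laminin gene Lama2 fell 3.73-fold. Of 18 cytosolic ribosomal genes 5 rose and 4 fell (7 and 10 adjusted over the list alone, adjusted p = 1). Rpl30 was 4.31-fold higher, Rplp0 2.49-fold lower and Rps2 4.37-fold higher, with 10.7%, 33.1% and 43.0% of their words in other genes.

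Smaller lists in EZH2 LOF tumors gave few calls. Of 7 endothelial and mural cell genes 4 fell and 1 rose (6 and 1 adjusted over the list alone, adjusted p = 0.255), among them Tek and Pdgfrb, each lost in 6 of 7 leave-one-out fits. Of 7 myc targets and ribosome biogenesis genes 4 rose and 1 fell (4 and 1 adjusted over the list alone, adjusted p = 0.429). Of 4 listed p53 pathway genes 3 fell (Ccng1, Plk2 and Sesn1; 1 adjusted over the list alone), of 4 glycolysis genes 2 (Ldhb and Pfkm; 2), of 5 Purkinje cell genes 2 (Dner and Itpr1; 2) with Bcl11a higher, and both granule cell genes (Fat2 and Chn2; 2). Leave-one-out fits end the calls of Plk2 and Sesn1 in 6 of 7, of Pfkm and Chn2 in 5, and of Itpr1 in 4. Of 6 other neuronal genes Prph rose and Elavl4 fell (1 and 1), Vegfa rose among 3 hypoxia genes (0), Klf6 fell as the single immediate early gene (1), Cfap43 rose among 2 ependymal genes (0), and 2 cholesterol synthesis genes did not pass (0). The calls of Vegfa and Cfap43 are lost in 4 and 6 of 7 leave-one-out fits. The lists of mitochondrially encoded, lymphocyte, skeletal muscle, red blood cell and sex-linked genes had 0 genes in the table, and 0 listed symbols match the name pattern of the clustered histone genes.

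In the GOF table, 4 ependymal and ciliary genes are listed, of which Dnah11 fell (3 lower adjusted over the list alone), in a call lost in 6 of 7 leave-one-out fits. Beside these stand 4 developmental transcription factors (0 adjusted over the list alone), of which Otx2 is in both lists, 2 imprinted genes (0), 2 skeletal muscle genes (2), and 1 gene each of the oncofetal (0), astrocyte (1), lymphocyte (1), extracellular matrix (0) and hypoxia (0) lists, all with lower values in EZH2 GOF tumors and none past the test by limma. The muscle genes, named after their values were seen, are Neb (598 ± 221 in EZH2 WT, 84.1 ± 14.7 in EZH2 GOF) and Ryr1 (1118 ± 1012, 40.3 ± 33.8). 11 noncoding RNA genes are listed there with a median log2 fold change of -3.31, and 0 passed by limma. Apart from the granule and Purkinje cell lists, the other lists had 0 genes in this table.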
